# The Mediator complex regulates enhancer-promoter interactions

**DOI:** 10.1038/s41594-023-01027-2

**Published:** 2023-07-10

**Authors:** Shyam Ramasamy, Abrar Aljahani, Magdalena A. Karpinska, T. B. Ngoc Cao, Taras Velychko, J. Neos Cruz, Michael Lidschreiber, A. Marieke Oudelaar

**Keywords:** Chromatin structure, Transcriptional regulatory elements, Transcription, Transcription factors, Chromosome conformation capture-based methods

## Abstract

Enhancer-mediated gene activation generally requires physical proximity between enhancers and their target gene promoters. However, the molecular mechanisms by which interactions between enhancers and promoters are formed are not well understood. Here, we investigate the function of the Mediator complex in the regulation of enhancer-promoter interactions, by combining rapid protein depletion and high-resolution MNase-based chromosome conformation capture approaches. We show that depletion of Mediator leads to reduced enhancer-promoter interaction frequencies, which are associated with a strong decrease in gene expression. In addition, we find increased interactions between CTCF-binding sites upon Mediator depletion. These changes in chromatin architecture are associated with a redistribution of the Cohesin complex on chromatin and a reduction in Cohesin occupancy at enhancers. Together, our results indicate that the Mediator and Cohesin complexes contribute to enhancer-promoter interactions and provide insights into the molecular mechanisms by which communication between enhancers and promoters is regulated.

## Abstract (web summary)

Here, the authors map chromatin conformation at high resolution after rapid Mediator depletion to show that its loss reduces the frequency of enhancer-promoter interactions and associated gene expression, with a corresponding redistribution of Cohesin.

## Main

Precise spatial and temporal patterns of gene expression in metazoans are regulated by enhancers, which are short non-coding DNA sequences that drive expression of their cognate gene promoters^1^. In mammals, enhancers can be located far upstream or downstream of the genes they control. To activate genes, enhancers interact with promoters in dynamic three-dimensional (3D) chromatin structures^2^. Enhancer-mediated gene activation is therefore closely related to the three-dimensional organization of the genome^3^. However, the molecular mechanisms by which enhancer-promoter interactions are formed and enhancers drive gene expression remain incompletely understood.

Mammalian genomes are organized into compartments and topologically associating domains (TADs). Compartments reflect separation of euchromatin and heterochromatin, whereas TADs represent relatively insulated regions of the genome, formed by loop extrusion^4^. In this process, ring-shaped Cohesin complexes translocate along chromatin and extrude progressively larger loops, until they are halted at CTCF-binding elements located at the boundaries of TADs^5^. Interacting enhancers and promoters are usually located in the same TAD^6^. Moreover, perturbations of TAD boundaries can cause ectopic enhancer-promoter interactions^7^. These observations suggest that loop extrusion could be involved in the regulation of enhancer-promoter communication and gene expression. Although it has been shown that depletion of components of the Cohesin complex does not lead to widespread mis-regulation of gene expression^8–10^, Cohesin and its associated factors have been reported to be important for the regulation of cell-type-specific genes^11–13^. In addition, it has recently been shown that depletion of Cohesin can cause weakening of enhancer-promoter interactions^14,15^. These observations suggest that Cohesin-mediated loop extrusion contributes to the formation of enhancer-promoter interactions^16^. However, the molecular mechanism remains unclear. Furthermore, depletion of Cohesin causes a relatively subtle reduction in enhancer-promoter interaction strength^14^. This suggests that these interactions are not solely dependent on loop extrusion and that other mechanisms are involved in their formation.

Active enhancers and promoters are bound by transcription factors and coactivators, including the Mediator complex. Because the tail module of the Mediator complex interacts with the activation domains of transcription factors bound at enhancers and the head and middle modules interact with the pre-initiation complex (PIC) at gene promoters^17–19^, it has been proposed that Mediator acts as a bridge between enhancers and promoters (reviewed in refs. ^20–23^). Initial studies based on knockdown of Mediator subunits over the course of several days provided evidence for this hypothesis^24–26^. However, since the Mediator complex has a central function in RNA polymerase II (Pol II)-mediated transcription, its long-term perturbation causes secondary, confounding effects, which complicate the interpretation of these early studies.

To overcome these limitations, more recent studies have used rapid protein-depletion strategies to investigate the function of the Mediator complex in gene regulation and genome organization^27,28^. These studies did not detect changes in chromatin architecture and enhancer-promoter interactions upon Mediator depletion, despite strongly reduced expression levels of enhancer-dependent genes. On the basis of these findings, it has been concluded that Mediator is dispensable for enhancer-promoter interactions and acts as a functional rather than an architectural bridge between enhancers and promoters^27,28^.

A caveat of current studies of the role of Mediator in genome architecture is that enhancer-promoter interactions have been assessed with chromosome conformation capture (3C) methods at relatively low resolution^24–29^. It is therefore possible that changes in fine-scale genome architecture, including enhancer-promoter interactions, could not be reliably identified. For a better understanding of the function of the Mediator complex in genome regulation, it is important to examine the impact of acute Mediator perturbations on chromatin architecture with high resolution and sensitivity.

Here, we overcome limitations of current studies and investigate the function of the Mediator complex by combining rapid protein depletion and high-resolution analysis of genome architecture using both conventional and MNase-based 3C approaches. We find that depletion of Mediator leads to a significant reduction of enhancer-promoter interactions. Interestingly, we also find that Mediator depletion causes increased interactions between CTCF-binding elements. We show that these changes in interaction patterns are associated with a redistribution of the Cohesin complex on chromatin and a loss of Cohesin occupancy at enhancers upon Mediator depletion. These results suggest that enhancer-promoter interactions are dependent on both Mediator and Cohesin and provide support for a model in which the Cohesin complex bridges and stabilizes interactions between enhancers and promoters bound by Mediator.

## Results

### Mediator depletion causes changes in chromatin interactions

Because the MED14 subunit acts as a central backbone that connects the Mediator head, middle and tail modules^19^, its degradation disrupts the integrity of the Mediator complex^27,28^. We have therefore used an HCT-116 MED14-dTAG cell line^28^ to study the function of the Mediator complex in genome regulation. Using immunoblotting (Extended Data Fig. 1a,b) and chromatin immunoprecipitation and sequencing (ChIP–seq) (Extended Data Fig. 1c–i), we have confirmed efficient MED14 depletion within 2 h of treatment with a dTAG ligand.

Previous work has shown that Mediator depletion leads to strong downregulation of cell-type-specific genes that are associated with super-enhancers^28^ (Extended Data Fig. 1j). Super-enhancers are stretches of clustered enhancers with high levels of Mediator that are thought to have a central role in driving high expression levels of key cell identity genes^30^. Previous studies could not detect changes in interactions between promoters and (super-)enhancers upon Mediator depletion^27–29^. However, these studies relied on genome-wide 3C approaches, such as Hi-C and Hi-ChIP, with relatively low resolution (4–5 kb). It is therefore possible that small-scale changes in enhancer-promoter interactions could not be reliably detected.

To investigate changes in genome architecture upon Mediator depletion in more detail, we used targeted 3C approaches, which are not limited by sequencing depth and can detect changes in genome structure at high resolution and with high sensitivity. We focused our analyses on 20 genes (Extended Data Fig. 1j), which we selected on the basis of the following criteria: (1) robust gene activity in HCT-116 cells; (2) significant downregulation of gene expression upon Mediator depletion; (3) high Mediator occupancy at the gene promoter; and (4) association with a super-enhancer. We initially used Capture-C^31,32^, a targeted 3C method based on DpnII digestion, to evaluate changes in chromatin interactions with the promoters of these genes. 

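HCT-116 is an established human colorectal carcinoma cell line, and in its MED14-dTAG derivative the Mediator subunit MED14 is degraded when the dTAG ligand is added. Capture-C interactions with 20 promoters were measured in 9 libraries, 3 each from cells treated with DMSO, with dTAG ligand (0.5 μM for 2 h), and with dTAG ligand and the BET inhibitor I-BET (dTAG+I-BET). The 20 genes include MYC and HMGA2, which encode nuclear regulators of growth, EREG, KITLG and ANGPT2, which encode secreted ligands of growth factor receptors, ERRFI1 and SPRY4, which encode feedback inhibitors of receptor signaling, the keratin genes KRT19 and KRT80, and MTAP, which encodes an enzyme of methionine salvage. The deposited values give, for each DpnII fragment, the interactions with the viewpoint after the authors scaled the interactions of each viewpoint and library to about the same total; these values are called signal here. The transcription start site of each gene was taken as the position of its viewpoint, and signal was summed over sequence more than 10 kb and up to 500 kb away.
The paper does not list the enhancer intervals that it quantified. Enhancer-side regions were therefore taken from Supplementary Table 1, which lists 881 sites that lost and 20 sites that gained the cohesin subunit SMC1A after MED14 depletion. Of the sites with less SMC1A, called cohesin-lost sites here, 141 lay around 19 of the 20 promoters (1 to 15 per promoter, none for DDIT4; KRR1 and PHLDA1 share theirs), each widened by 5 kb on both sides. They were defined with CUT&Tag and not with Capture-C.
Over all viewpoints, the DMSO replicates 1, 2 and 3 held 496783, 857998 and 610213 interactions within the viewpoint's chromosome, the dTAG replicates 520377, 835668 and 484419, and the dTAG+I-BET replicates 544297, 531517 and 514545. A viewpoint had 10698 to 60241 such interactions in a library. The cohesin-lost windows of a locus held a median of 1633 interactions per library, for which counting alone gives a standard error of 0.029 on the log2 scale against a fitted median of 0.12 from the spread between replicates; a 10-kb bin held a median of 84, with 0.13 from counting and 0.19 from the fit.
The decay of signal with distance was not alike between libraries of one treatment, and was flatter in dTAG replicate 3 and, to a smaller extent, in DMSO replicate 3. From 10 to 50 kb, dTAG replicates 1, 2 and 3 were at 0.13, 0.09 and -0.49 relative to the DMSO mean on the log2 scale, averaged over the 20 viewpoints. DMSO replicates 1, 2 and 3 were at 0.09, 0.01 and -0.11. From 1 to 5 Mb, the values were -0.09, -0.12 and 0.48 for dTAG and -0.17, -0.12 and 0.24 for DMSO. Interactions with other chromosomes made up 40.1% in dTAG replicate 3 and 33.8% to 37.0% in the other libraries.

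**Figure D1:**
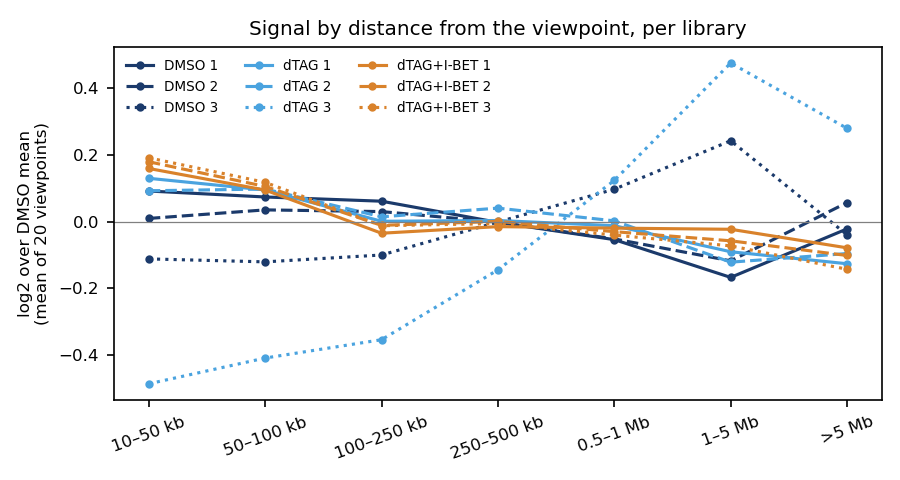
Signal in 7 bands of distance from the viewpoint (x axis) as the log2 ratio over the DMSO mean (y axis), averaged over 20 viewpoints, with 1 line per library, colored by treatment and styled by replicate. dTAG replicate 3 goes from -0.49 at 10 to 50 kb to 0.48 at 1 to 5 Mb, and DMSO replicate 3 from -0.11 to 0.24.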

Capture-C interaction profiles display interaction frequencies with selected viewpoints per DpnII restriction fragment and therefore have an average resolution of ~250 bp. 

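In dTAG-treated cells, signal changed in few places around the 20 promoters, and those lay mostly around HMGA2, MTAP and MYC. Of 1960 bins of 10 kb, 98 around each promoter, 31 changed between the 3 DMSO and the 3 dTAG libraries at an adjusted p under 0.05 with limma. HMGA2, which encodes an architectural chromatin protein, accounted for 16 of them, MTAP for 6, the transcription factor gene MYC for 4, and DCBLD2, which encodes a cell-surface receptor-like protein, for 2. ERRFI1, the stem cell factor gene KITLG, and KRR1, which encodes a ribosome assembly factor, had 1 each. The weakest of these changes were log2 ratios of -0.67 at KRR1 and 0.73 at DCBLD2, neither of which passed without DMSO replicate 1, DMSO replicate 2 or dTAG replicate 1 (adjusted p = 0.237, 0.141 and 0.103 at KRR1, 0.0101 to 0.237 over all alternatives; 0.142, 0.0716 and 0.0837 at DCBLD2, 0.000528 to 0.142). Neither passed with only the 2 groups compared (limma adjusted p = 0.120 at KRR1 and 0.0643 at DCBLD2). The median over all bins was -0.07.
The lowest adjusted p, 4.04e-05, was reached in the HMGA2 gene, and 260 bins had an unadjusted p under 0.05 with limma. edgeR, applied to the recovered numbers of interactions, called 53 bins, among them all 31. In 197 bins all 3 dTAG libraries lay below all 3 DMSO libraries and in 123 above them, together 16.3% of bins where chance gives 10%. In simulated data with the spread of these libraries, limma found 91 of 100 bins changed by log2 1 and 31 of 100 changed by 0.5, so that most changes of that smaller size in single bins would be missed with the spread and number of these libraries. The limma fit took its spread from all 9 libraries, and 23 bins were called when only the 2 groups compared were fitted. The number of called bins was 18 without DMSO replicate 1, 49 without DMSO replicate 3 and 83 without dTAG replicate 3. It was 84 when each library was rescaled to equal totals from 10 kb to 1 Mb. Of all bins, 60.2% were below 0, 52.2% after rescaling and 43.3% without dTAG replicate 3.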

By comparing Capture-C data generated in HCT-116 MED14-dTAG cells treated with DMSO or dTAG ligand, we find that Mediator depletion leads to subtle changes in the interaction patterns of the selected gene promoters (Fig. 1 and Extended Data Fig. 2a–d). 

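Signal fell in 8 of the 10-kb bins, around MYC, MTAP, HMGA2, KRR1 and ERRFI1, and rose in 23, around HMGA2, MTAP, DCBLD2 and KITLG. At HMGA2, 15 bins from 30 to 190 kb downstream of the promoter rose by 0.79 to 1.49 on the log2 scale (chromosome 12, 65854460 to 66014459), 12 of them within the gene itself; the highest (65944460 to 65954459) went from 187 ± 36.0 to 522 ± 41.5 per kb (mean ± s.d., n = 3; log2 1.49, SE 0.17). At MTAP, 5 bins between 490 and 310 kb upstream rose, up to a log2 ratio of 1.04 (SE 0.23, adjusted p = 0.0164; chromosome 9, 21482636 to 21492635, 209 ± 79.2 to 408 ± 5.06 per kb), while 1 bin nearer to the promoter fell (21612636 to 21622635, 799 ± 181 to 393 ± 117 per kb, log2 -1.04, SE 0.21, adjusted p = 0.00894). Upstream of MYC, 4 bins between 490 and 340 kb fell, with log2 ratios of -1.01 to -0.75, the strongest in the POU5F1B gene (chromosome 8, 127385434 to 127395433, 379 ± 73.7 to 188 ± 31.0 per kb, SE 0.19, adjusted p = 0.00468). The largest decrease was at ERRFI1, 390 kb from the promoter in the CAMTA1 gene (chromosome 1, 7636309 to 7646308), from 84.3 ± 29.7 to 31.0 ± 5.22 per kb (log2 -1.37, SE 0.33, adjusted p = 0.0364). Its signal was the lowest, in both groups, among the bins with values given here.
Of the 8 bins that fell, 5 touched a cohesin-lost window, as did 240 of all 1960 bins and 0 of the 23 that rose; of these 23, 14 lay within the viewpoint's own gene, as did 151 of all bins. All adjusted p values are from limma, and in each bin with values given here all 3 dTAG libraries lay beyond all 3 DMSO libraries (two-sided exact permutation p = 0.1, the smallest that 3 against 3 can give). The split depended on libraries and scaling: 0 bins fell and 18 rose without DMSO replicate 1, 20 fell and 63 rose without dTAG replicate 3, 9 fell and 40 rose without DMSO replicate 3, and 39 fell and 45 rose after rescaling. The call at ERRFI1 was kept in 9 of 14 alternatives. Among others, it was lost without DMSO replicate 1 or 3 or dTAG replicate 1 or 2 (adjusted p = 0.135, 0.118, 0.109 and 0.0826; 0.0189 to 0.135 over all alternatives). The call was lost at the MTAP bin that fell without DMSO replicate 1 or 2 (0.0851 and 0.0647; 0.000146 to 0.0851), at the MTAP bin that rose without DMSO replicate 2 or dTAG replicate 1 (0.118 and 0.0512; 0.000435 to 0.118) and at MYC without DMSO replicate 1 (0.0570; 0.000659 to 0.0570).

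**Figure D2:**
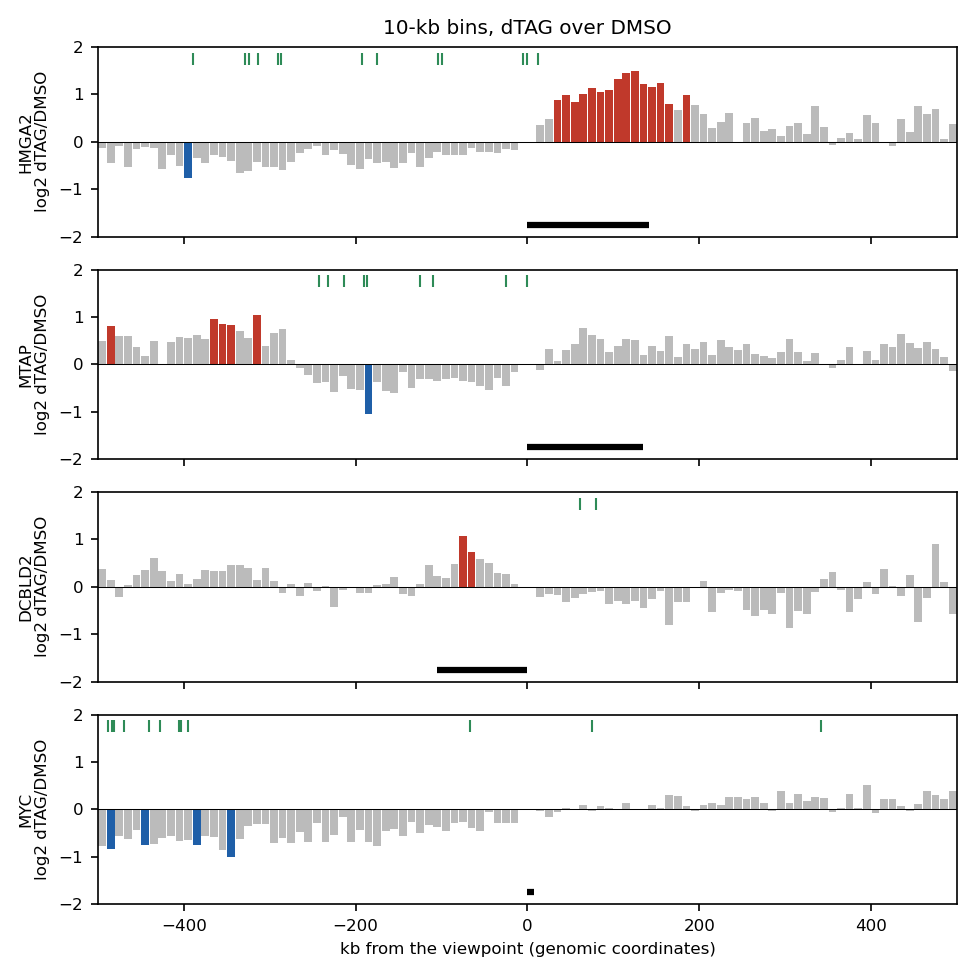
Log2 ratio of signal, dTAG over DMSO, from limma (y axis) in 10-kb bins by distance in kb from the HMGA2, MTAP, DCBLD2 and MYC viewpoints in genomic coordinates (x axis). Red and blue bars have an adjusted p under 0.05 (higher and lower), gray bars do not; black bars mark the viewpoint's gene and green ticks cohesin-lost sites, and the red bars of HMGA2 lie downstream of its promoter.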

Unexpectedly, we observe patterns of both decreased and increased interactions.

**Fig. 1:**
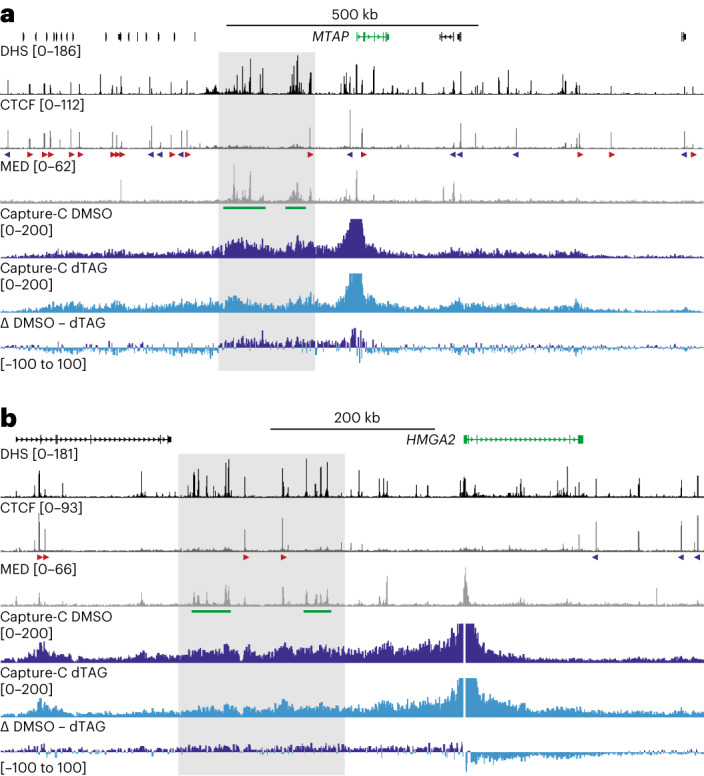
Changes in chromatin interactions upon Mediator depletion. **a**, Capture-C interaction profiles from the viewpoint of the *MTAP* promoter in HCT-116 MED14-dTAG cells treated with DMSO (dark blue; *n* = 3 biologically independent samples) or dTAG ligand (light blue; *n* = 3 biologically independent samples). Gene annotation, DNase-hypersensitive sites (DHS) and ChIP–seq data for CTCF and MED26 are shown above and a differential profile (Δ DMSO − dTAG) is shown below. Super-enhancers are highlighted in green below the MED26 profiles and orientations of CTCF motifs are indicated with arrowheads (forward orientation in red; reverse orientation in blue). The gray box highlights a broad reduction in interactions in the region containing super-enhancers in dTAG-treated cells. The axes of the DHS and ChIP–seq profiles are scaled to signal; the axes of the Capture-C profiles are fixed (ranges indicated in brackets). Coordinates (hg38): chr9:21,096,000–22,491,000. **b**, Data are as described in **a**, but for the *HMGA2* locus. Coordinates (hg38): chr12:65,260,000–66,115,000.

For example, in the *MTAP* locus, the Capture-C data show reduced interactions in the upstream region, in which two super-enhancers are located, and a trend towards increased interactions in the regions further upstream and downstream (Fig. 1a). 

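In dTAG-treated cells the MTAP promoter had less signal over the distal super-enhancer (chromosome 9, 21539865 to 21621107), which fell from 772 ± 79.9 to 566 ± 63.8 per kb (mean ± s.d., n = 3; log2 -0.45, SE 0.11, adjusted p = 0.00354 with limma). Over the proximal super-enhancer (21662720 to 21702349) the means were 864 ± 258 and 656 ± 145 per kb, a log2 ratio of -0.37 (SE 0.22) that did not pass the test (adjusted p = 0.112). Over the whole gray box (21529957 to 21720183) signal fell from 722 ± 108 to 543 ± 95.2 per kb (log2 -0.41, SE 0.15, adjusted p = 0.0190). Further upstream, from 21096001 to 21529956, it rose from 250 ± 34.7 to 376 ± 9.25 per kb (log2 0.59, SE 0.11, adjusted p = 0.000769), and downstream of the promoter, from 21812637 to 22491000, from 257 ± 24.8 to 318 ± 40.1 per kb (log2 0.30, SE 0.12, adjusted p = 0.0244).
In every one of these regions all 3 dTAG libraries were on the stated side of the DMSO mean. limma took its spread from all 9 libraries. The dTAG+I-BET s.d. was 17.5 per kb in the gray box and 2.65 downstream, below both other groups. Further upstream it was 10.7, above that of dTAG. A fit of only the 2 groups compared was run for 10-kb bins only, so its effect on these adjusted p values was not tested. The two-sided exact permutation p of the libraries, which cannot be below 0.1 for 3 against 3, was 0.1 for the distal super-enhancer and the far upstream region, 0.2 for the gray box and the downstream region, and 0.3 for the proximal super-enhancer. The gray box was drawn by the paper on these data and is not independent evidence. It also sets the inner edge of the far upstream region. Region edges were read from Fig. 1a, where a pixel spans 1.98 kb. Single libraries or the scaling decided 3 regions: without DMSO replicate 3 the proximal super-enhancer fell (log2 -0.65, adjusted p = 0.00394; 0.00348 to 0.448 over all alternatives), as it did after rescaling (log2 -0.51, adjusted p = 0.0450), whereas without dTAG replicate 3 its log2 ratio was -0.18 (adjusted p = 0.448). The gray box did not pass without DMSO replicate 1, DMSO replicate 2 or dTAG replicate 3 (log2 -0.38, -0.33 and -0.26, adjusted p = 0.0552, 0.0846 and 0.0629; 0.00160 to 0.0846). The downstream region did not pass without DMSO replicate 1 or 2 or dTAG replicate 1 or 2 (log2 0.29, 0.24, 0.24 and 0.26, adjusted p = 0.0637, 0.105, 0.0976 and 0.0767; 0.00204 to 0.105) and was at log2 0.17 after rescaling.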

In the region containing the *HMGA2* oncogene, there are fewer interactions in the upstream region, which contains two super-enhancers, whereas interactions in the downstream region are increased (Fig. 1b). 

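Depletion lowered signal with the HMGA2 promoter over both upstream super-enhancers and raised it downstream. The distal super-enhancer (chromosome 12, 65493183 to 65539332) fell from 734 ± 50.4 to 504 ± 28.8 per kb (mean ± s.d., n = 3; log2 -0.54, SE 0.10), the proximal one (65629206 to 65661996) from 1026 ± 67.6 to 753 ± 44.5 (log2 -0.44, SE 0.11), and the gray box around them (65477394 to 65678999) from 795 ± 26.1 to 600 ± 37.3 (log2 -0.41, SE 0.09). Further upstream, from 65260001 to 65477393, the decrease was smaller, from 407 ± 23.2 to 330 ± 22.8 per kb (log2 -0.30, SE 0.09). Downstream of the promoter, from 65834461 to 66115000, signal rose from 363 ± 69.0 to 595 ± 26.9 per kb (log2 0.73, SE 0.12).
The adjusted p values from limma were 0.000888, 0.00275, 0.00228, 0.0107 and 0.000769, in the same order. In each of the 5 regions all 3 dTAG libraries lay on one side of all 3 DMSO libraries (two-sided exact permutation p = 0.1, the smallest possible here). Over the 10 regions of Fig. 1 at both loci, 6 fell and 3 rose, and edgeR also called 9. Leaving out 1 library gave 6 to 10 calls. The groups did not overlap in 7 of 10, where chance gives 10% for a single region. The 10 regions are not independent: each gray box holds both super-enhancers of its locus, and all share the same libraries. The gray box at HMGA2, which also sets the inner edge of the region further upstream, was likewise drawn on these data. A pixel of Fig. 1b spans 1.21 kb. The decrease further upstream did not pass without DMSO replicate 1 (log2 -0.27, adjusted p = 0.0552; 0.00147 to 0.0552 over all alternatives).

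**Figure D3:**
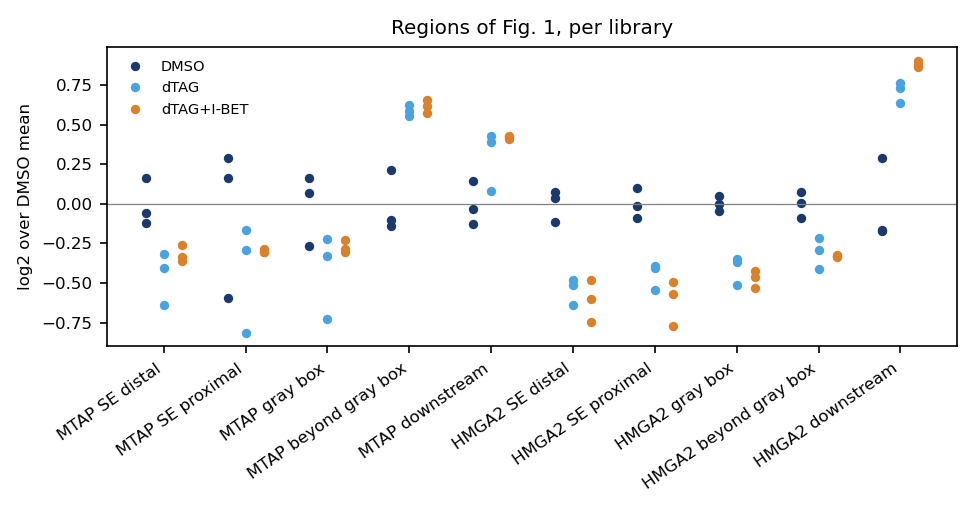
Log2 ratio of signal over the DMSO mean (y axis) in the 10 regions of Fig. 1 at MTAP and HMGA2 (x axis; SE, super-enhancer), with 1 point per library, colored by treatment. The 3 dTAG libraries lie below the 3 DMSO libraries at both HMGA2 super-enhancers and above them downstream of HMGA2.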

We observe similar patterns in other loci we investigated (Extended Data Fig. 2a–d). However, in regions containing genes that are not highly expressed in HCT-116 cells and are not sensitive to Mediator depletion, we do not see clear changes in interaction patterns (Extended Data Fig. 2e,f).

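At cohesin-lost sites of single loci, signal was lower in dTAG-treated cells at most promoters, although no locus passed the test on its own. The lowest values were those of MTAP, from 862 ± 163 to 627 ± 102 per kb (mean ± s.d., n = 3; log2 -0.45, SE 0.16), KRR1, from 393 ± 23.4 to 305 ± 49.4 per kb (log2 -0.38, SE 0.12), and MYC, from 430 ± 32.3 to 341 ± 36.8 per kb (log2 -0.34, SE 0.11). KRR1 and PHLDA1, a gene linked to apoptosis, face the same 12 cohesin-lost sites. At these, the log2 ratio was -0.38 seen from KRR1 and -0.10 seen from PHLDA1 (two-sided exact permutation p = 0.1 and 0.3). The log2 ratio was -0.18 (SE 0.10) at HMGA2, -0.22 (SE 0.16) at ITPRID2, -0.19 (SE 0.13) at ERRFI1 and -0.03 (SE 0.09) at KRT19. At EREG, which encodes the EGF receptor ligand epiregulin, and at KITLG it was 0.19 (SE 0.11) and 0.13 (SE 0.11).
By gene group, log2 ratios of group means were used in place of the fitted ratios above. The 7 loci of growth factor and receptor signaling averaged -0.09 (5 lower; -0.26 to 0.20) and the 2 nuclear regulators HMGA2 and MYC -0.26 (2 lower). The 4 epithelial cytoskeleton and cell surface genes averaged -0.08 (4 lower; -0.13 to -0.03) and the 6 other genes -0.22 (6 lower; -0.46 to -0.02). After rescaling, 15 of the 19 loci were lower (78.9%), against 17 (89.5%) without it.
limma called 0 of the 19 loci at an adjusted p under 0.05 (4 at an unadjusted p under 0.05; edgeR called 0), and the lowest adjusted p was 0.0916, shared by MTAP, KRR1 and MYC, at each of which all 3 dTAG libraries were below the DMSO mean. The groups did not overlap at 5 of 19 loci, where chance gives 10%. limma called 6 loci after rescaling (5 lower and 1 higher), 1 without DMSO replicate 3 (MTAP, log2 -0.62) and 1 without dTAG replicate 3 (EREG, log2 0.31, adjusted p = 0.0234; 0.0127 to 0.586 over all alternatives). With a block on replicate number, which is all that libraries of different treatments share, it called MTAP, KRR1 and MYC (adjusted p = 0.00620, 0.0228 and 0.0435). Without dTAG replicate 3 the log2 ratio was -0.31 at MTAP, -0.24 at KRR1, -0.02 at ITPRID2, -0.03 at ERRFI1 and 0.02 at KITLG, and at KRT19 it was above 0 without dTAG replicate 2 (0.0072) and after rescaling (0.05).

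**Figure D4:**
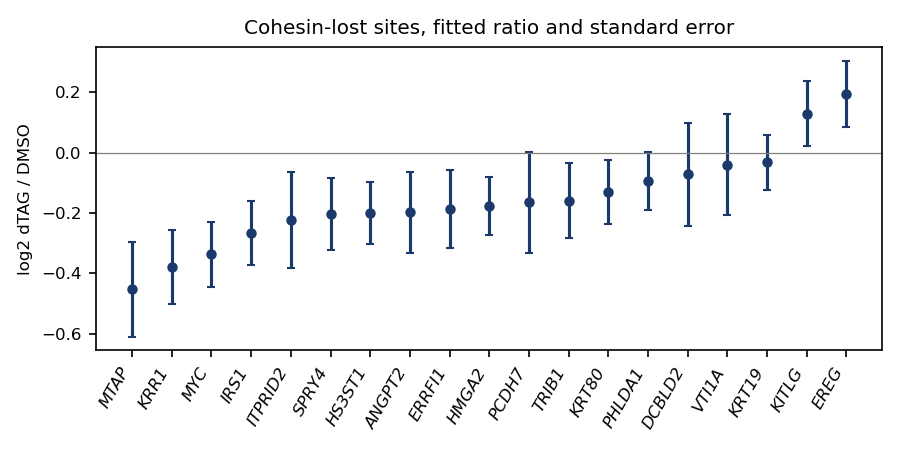
Log2 ratio of signal at cohesin-lost sites, dTAG over DMSO, from limma (y axis) for each of 19 loci (x axis); points are fitted ratios from 3 libraries per group and bars their standard errors. All but EREG and KITLG lie below 0.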

### Depletion of Mediator reduces enhancer-promoter interactions

To examine the broad changes in the Capture-C interaction profiles in further detail, we performed Micro-Capture-C (MCC) experiments^33^ in DMSO- and dTAG-treated HCT-116 MED14-dTAG cells, using viewpoints targeting the same set of gene promoters. Compared with Capture-C, MCC has an advantage in that it uses MNase instead of DpnII for chromatin digestion. The resolution of MCC is therefore not limited by the distribution of DpnII cut sites across the genome, enabling analysis at base-pair resolution^33^. The MCC data resolve the broad interaction patterns in the Capture-C data and clearly show that Mediator depletion leads to reduced interactions between gene promoters and Mediator-bound enhancer regions in the *MTAP* and *HMGA2* loci (Fig. 2a,b).

**Fig. 2:**
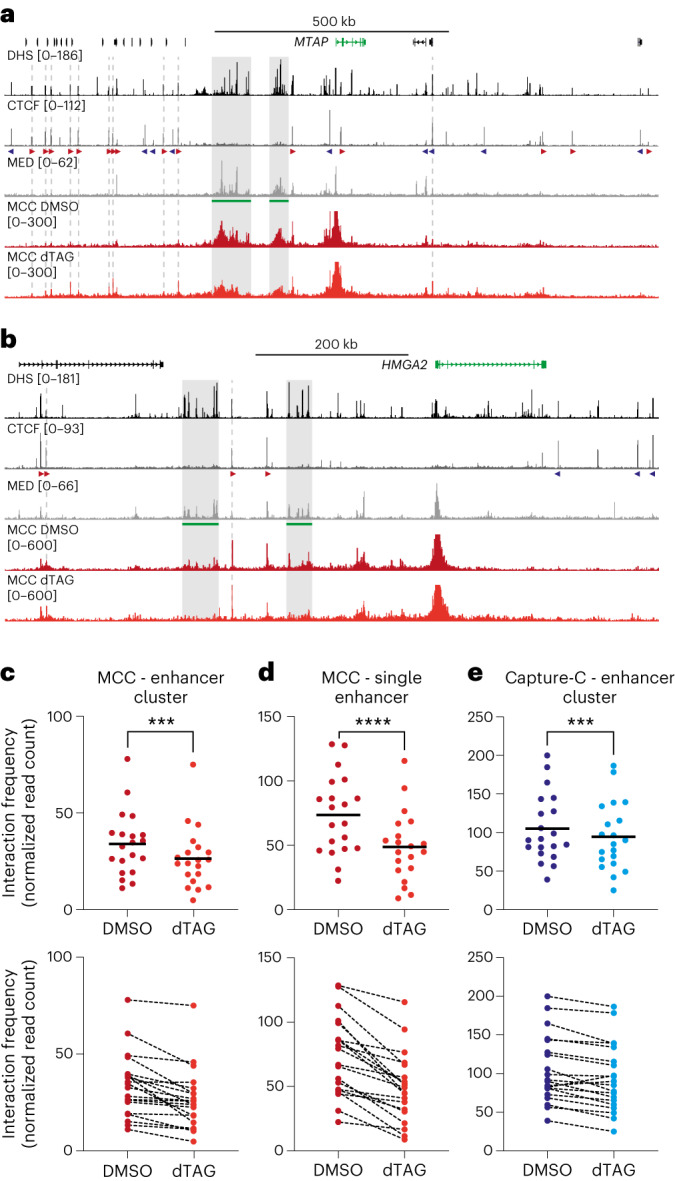
Depletion of Mediator leads to decreased enhancer-promoter interactions and increased interactions with CTCF-binding sites. **a**, Micro-Capture-C (MCC) interaction profiles from the viewpoint of the *MTAP* promoter in HCT-116 MED14-dTAG cells treated with DMSO (dark red; *n* = 3 biologically independent samples) or dTAG ligand (light red; *n* = 3 biologically independent samples). Gene annotation, DHS and ChIP–seq data for CTCF and MED26 are shown above. Super-enhancers are highlighted in green below the MED26 profiles, and orientations of CTCF motifs are indicated with arrowheads (forward orientation in red; reverse orientation in blue). The gray boxes highlight reduced interactions between the promoter and super-enhancers; the gray dashed lines highlight increased interactions with CTCF-binding sites. The axes of the DHS and ChIP–seq profiles are scaled to signal; the axes of the MCC profiles are fixed (ranges indicated in brackets). Coordinates (hg38): chr9:21,096,000–22,491,000. **b**, Data are as described in **a**, but for the *HMGA2* locus. Coordinates (hg38): chr12:65,260,000–66,115,000. **c**, Quantification of interaction frequencies between gene promoters and enhancer clusters (average size: 58 kb), extracted from MCC data in 20 loci. ***P = 0.000162 (two-sided ratio paired *t*-test). **d**, Quantification of interaction frequencies between gene promoters and individual enhancers (average size: 2.7 kb), extracted from MCC data in 20 loci. ****P = 0.000011 (two-sided ratio paired *t*-test). **e**, Quantification of interaction frequencies between gene promoters and enhancer clusters (average size: 58 kb) extracted from the Capture-C data presented in Fig. 1 in 20 loci. ***P = 0.000628 (two-sided ratio paired *t*-test). Source data

We find that depletion of Mediator leads to a decrease in the frequency of enhancer-promoter interactions in the 20 regions that we focused on (Extended Data Fig. 2g–j). Quantification of the MCC interactions between gene promoters and clusters of Mediator-bound enhancers indicates an average reduction of 22% across these regions (Fig. 2c). The reduction in interaction frequency between the promoters and a narrow region covering the largest Mediator peak within these broad clusters is, on average, 34% (Fig. 2d). These changes are associated with an average decrease in gene expression of 7.5-fold (Extended Data Fig. 1j). Of note, the Capture-C data also detect a reduction in enhancer-promoter interactions in most regions of interest, with an average decrease in interaction frequency of 9% (Fig. 2e). 

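Averaged over 19 loci, signal between the promoters and cohesin-lost sites decreased by 9.79% in dTAG-treated cells (mean log2 -0.15, s.d. 0.16 over loci), with 17 of 19 loci lower; the ratio of the means over loci was 9.05% lower. Over the largest cluster of cohesin-lost sites of 16 loci, with a mean length of 88.0 kb, the decrease was 14.9% (mean log2 -0.23, s.d. 0.23, 14 of 16 lower). The rest of the sequence within 500 kb of the same promoters averaged -0.04, and windows mirrored to the other side of the promoter 0.03. Cohesin-lost sites were lower than this other sequence by a mean log2 difference of -0.10 (15 of 19 loci) and lower than the mirrored windows by -0.18 (13 of 19).
Over loci, the two-sided sign-flip permutation p was 0.00093 for the cohesin-lost sites, 0.00117 for the clusters, 0.0124 for the other sequence, 0.00961 for the difference to other sequence and 0.0150 for the difference to mirrored windows. This test treats loci as independent although they share their libraries, and KRR1 and PHLDA1 their sites: with libraries as the unit the two-sided exact permutation p was 0.3 for the sites and 0.2 for the clusters, and in simulations with library effects as in these data the sign-flip test gave a p under 0.05 in 64.4% of runs without any change. The mean over loci per library was -0.03, -0.09 and -0.37 in dTAG replicates 1, 2 and 3, and 0.08, 0.01 and -0.10 in the DMSO replicates. Without dTAG replicate 3 the mean was -0.06 (a decrease by 3.95%; permutation p = 0.133) that of the clusters -0.12 (permutation p = 0.101) and that of the other sequence 0.08; without dTAG replicate 2 the difference to other sequence was -0.07 (permutation p = 0.105) and that to mirrored windows -0.16 (permutation p = 0.0546).
The Source Data of Fig. 2e hold the paper's own values for 20 loci, of which 18 are lower after depletion, with a mean log2 ratio of -0.19; the ratio of their means is 10.1% lower. The paper states that Capture-C detects the decrease in most of these regions. From its size beside that in the MCC data, the paper reasons that sufficient resolution and sensitivity are needed to detect such changes.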

Although it is in accordance with the MCC data, this comparison highlights the need for analyses with sufficient resolution and sensitivity to robustly detect changes in enhancer-promoter interactions.

### CTCF-dependent interactions increase upon Mediator depletion

The MCC data do not only identify specific reductions in interactions with enhancers, but also uncover very precise increased interactions following depletion of Mediator. Strikingly, these increased interactions all overlap with CTCF-binding sites. For example, in the CTCF-dense *MTAP* locus, we see strong increases in interactions formed with CTCF-binding sites in the region upstream of the super-enhancers and downstream of the gene promoter (Fig. 2a). Notably, the interacting CTCF-binding sites upstream are all in a forward orientation, whereas the interacting CTCF-binding sites downstream are all in a reverse orientation.

We observe a similar pattern of increased interactions with convergently orientated CTCF-binding sites in the *MYC* locus after Mediator depletion (Extended Data Fig. 2g). In the *HMGA2*, *ITPRID2*, *ERRFI1* and *KRT19* loci, which contain fewer CTCF-binding sites, the patterns are a bit more subtle, but also clearly present (Fig. 2b and Extended Data Fig. 2h–j).

It has been suggested that MNase-based 3C data could be biased by varying chromatin accessibility and MNase digestion efficiency across regions or conditions. However, the fact that we detect a significant decrease in enhancer-promoter interactions in both the MCC and the Capture-C data, which are generated with restriction enzyme digestion, indicates that reduced enhancer-promoter interactions after depletion of Mediator are unlikely to reflect underlying changes in chromatin accessibility. In addition, the observation of both decreased and increased interactions following depletion of Mediator, with increased interactions specifically overlapping with CTCF-binding sites in a convergent orientation, indicates that it is improbable that the MCC data are skewed by nucleosome positioning. To further demonstrate that the changes in chromatin interactions in Mediator-depleted cells are not biased by potential changes in accessibility affecting MNase digestion, we performed ATAC-seq experiments^34^ in DMSO- and dTAG-treated HCT-116 MED14-dTAG cells (Extended Data Fig. 3). These experiments show that Mediator depletion does not lead to strong changes in chromatin accessibility in our regions of interest. Together, these observations indicate that the changes in enhancer-promoter interactions detected by MCC reflect bona fide changes in chromatin architecture.

### Mediator depletion causes changes in intra-TAD interactions

The MCC data show clear and precise changes in chromatin interactions upon depletion of the Mediator complex. However, since the MCC viewpoints are very narrow and focused on gene promoters, it remains unclear how large-scale 3D genome architecture is changed, and how interactions between other c*is*-regulatory elements are impacted by Mediator depletion. We therefore used the Tiled-MCC approach, in which MCC library preparation is combined with an enrichment strategy based on capture oligonucleotides tiled across large genomic regions of interest^14^, to investigate changes in genome architecture in DMSO- and dTAG-treated HCT-116 MED14-dTAG cells in a broader context. We focused on the *MYC* (3.3 Mb; Fig. 3), *MTAP* (1.55 Mb; Extended Data Fig. 4), *HMGA2* (990 kb; Extended Data Fig. 5) and *ITPRID2* (900 kb; Extended Data Fig. 6) loci.

**Fig. 3:**
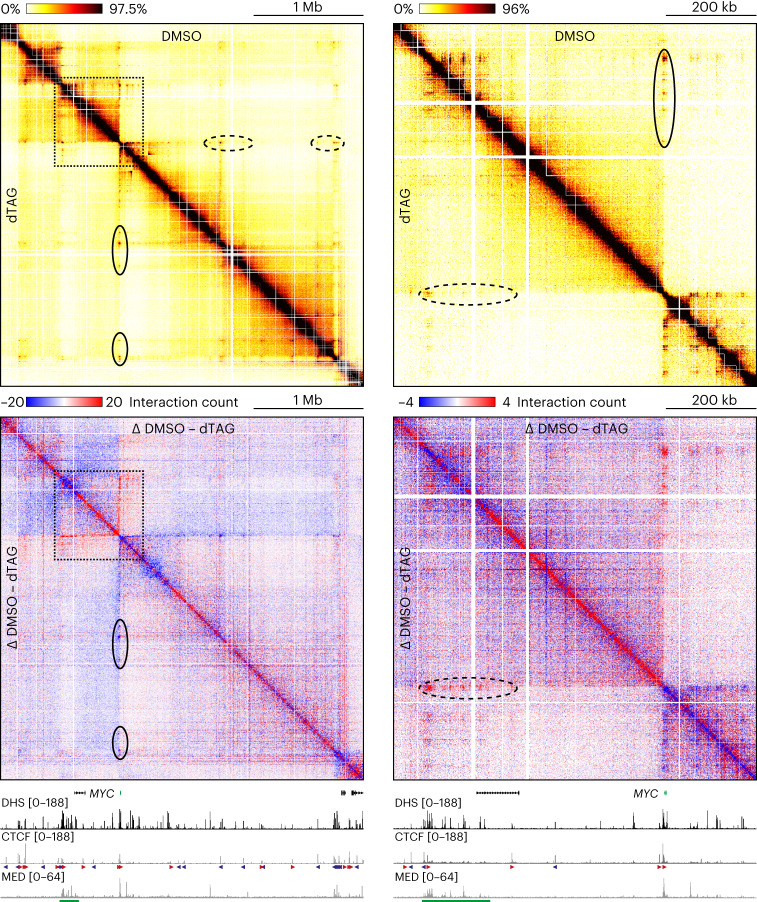
Mediator depletion results in subtle changes in large-scale genome organization. Tiled-MCC contact matrices of the *MYC* locus in HCT-116 MED14-dTAG cells treated with DMSO (top right; *n* = 3 biologically independent samples) or dTAG ligand (bottom left; *n* = 3 biologically independent samples). The matrices on the right show a zoomed view of the area enclosed by the dashed squares in the left matrices. Differential contact matrices, in which interactions enriched in DMSO-treated cells are shown in red and interactions enriched in dTAG-treated cells are shown in blue, are displayed below. Gene annotation, DHS and ChIP–seq data for CTCF and MED26 are shown at the bottom. Super-enhancers are highlighted in green below the MED26 profiles, and orientations of CTCF motifs are indicated with arrowheads (forward orientation in red; reverse orientation in blue). The dashed black ovals in the dTAG and differential contact matrices highlight decreased enhancer-promoter interactions, whereas the solid ovals indicate increased CTCF interactions. Coordinates (hg38): chr8:126,650,000–129,950,000.

In line with previous studies that have used Hi-C or Hi-ChIP to examine changes in genome architecture^27–29^, we do not detect drastic changes in large-scale genome organization after Mediator depletion. We find that TAD organization is preserved, without any shifts in the location of boundaries. However, we find subtle changes in interaction patterns within TADs. In line with the Capture-C and MCC data, we observe that enhancer-promoter interactions are reduced after Mediator depletion. In addition, we detect strengthening of interactions anchored at CTCF-binding sites. As a result, we see subtle increases in ‘looping’ between the CTCF-bound anchors of TADs and sub-TADs.

### Cohesin binding patterns are altered upon Mediator depletion

It has been shown that CTCF and Cohesin co-localize and that interactions between CTCF-binding sites are formed via loop extrusion by the Cohesin complex^35–38^. Notably, Cohesin also co-localizes with Mediator, and co-immunoprecipitation experiments have suggested that these complexes interact^24,25,39^. However, a functional link between Mediator and Cohesin has not been identified.

Because our data show that depletion of Mediator causes a decrease in enhancer-promoter interactions and an increase in CTCF-mediated interactions, we hypothesized that these altered interaction patterns could be explained by changes in the distribution of the Cohesin complex on chromatin. To test this, we mapped Cohesin occupancy using cleavage under targets and tagmentation (CUT&Tag^40^) in DMSO- and dTAG-treated HCT-116 MED14-dTAG cells (Fig. 4 and Extended Data Fig. 7). These data show clear changes in Cohesin occupancy upon Mediator depletion. For example, in the *MTAP* and *HMGA2* loci, we observe a significant reduction in Cohesin levels at the super-enhancers and other Mediator-bound elements (Fig. 4a,b). By contrast, Cohesin occupancy at CTCF-binding sites in these regions is not grossly affected by Mediator depletion. We find similar patterns in the *MYC*, *ITPRID2*, *ERRFI1* and *KRT19* loci (Extended Data Fig. 7). Genome-wide quantification of Cohesin occupancy at Mediator-bound enhancers and CTCF-binding sites shows a significant reduction in Cohesin levels at enhancers and stable occupancy at CTCF-binding sites after depletion of Mediator (Fig. 4c,d). These results show that the distribution of Cohesin is altered when Mediator is depleted and suggest that Mediator contributes to the stabilization of Cohesin at enhancer elements.

**Fig. 4:**
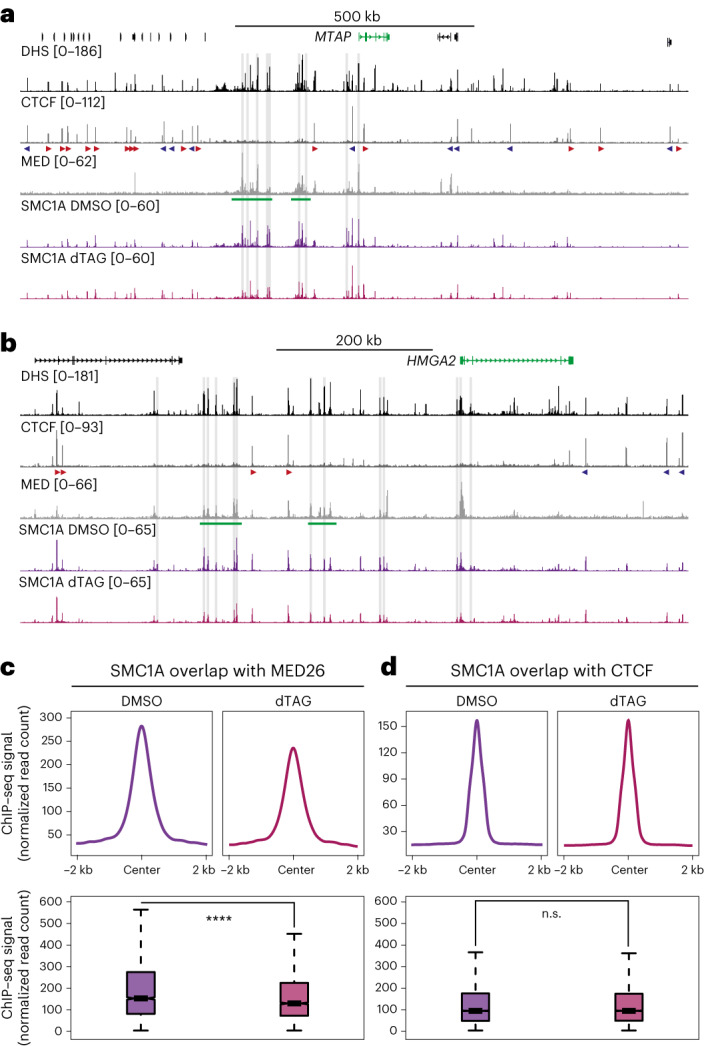
Cohesin occupancy at enhancers is reduced after depletion of Mediator. **a**, CUT&Tag data for the Cohesin subunit SMC1A in the *MTAP* locus in HCT-116 MED14-dTAG cells treated with DMSO (dark purple; *n* = 3 biologically independent samples) or dTAG ligand (light purple; *n* = 3 biologically independent samples). Gene annotation, DHS and ChIP–seq data for CTCF and MED26 are shown above. Super-enhancers are highlighted in green below the MED26 profiles, and orientations of CTCF motifs are indicated with arrowheads (forward orientation in red; reverse orientation in blue). The gray bars highlight SMC1A peaks that are significantly reduced after Mediator depletion (*P* < 0.05; Supplementary Table 1). The axes of the DHS and ChIP–seq profiles are scaled to signal; the axes of the CUT&Tag profiles are fixed (ranges indicated in brackets). Coordinates (hg38): chr9:21,096,000–22,491,000. **b**, Data are as described in **a**, but for the *HMGA2* locus. Coordinates (hg38): chr12:65,260,000–66,115,000. **c**. Meta-analysis of SMC1A peaks overlapping with MED26 peaks in HCT-116 MED14-dTAG cells treated with DMSO (dark purple) or dTAG ligand (light purple). The box plot shows the median and the interquartile range (IQR) of the data, and the whiskers indicate 1.5 × IQR values. ****P = 3.578 × 10^–13^ (two-sided Wilcoxon rank sum test). **d**, Data are as described in **c**, but for SMC1A peaks overlapping with CTCF. n.s., not significant (*P* = 0.8174; two-sided Wilcoxon rank sum test).

### Mediator depletion causes changes in nano-scale interactions

To further analyze the impact of Mediator depletion on chromatin architecture, we leveraged the ability of Tiled-MCC to directly identify ligation junctions and resolve localized nano-scale interaction patterns^14^. We focused our analyses on ligation junctions in regions containing super-enhancers, genes and boundary elements in the *MYC*, *MTAP*, *HMGA2* and *ITPRID2* loci (Fig. 5 and Extended Data Fig. 8).

**Fig. 5:**
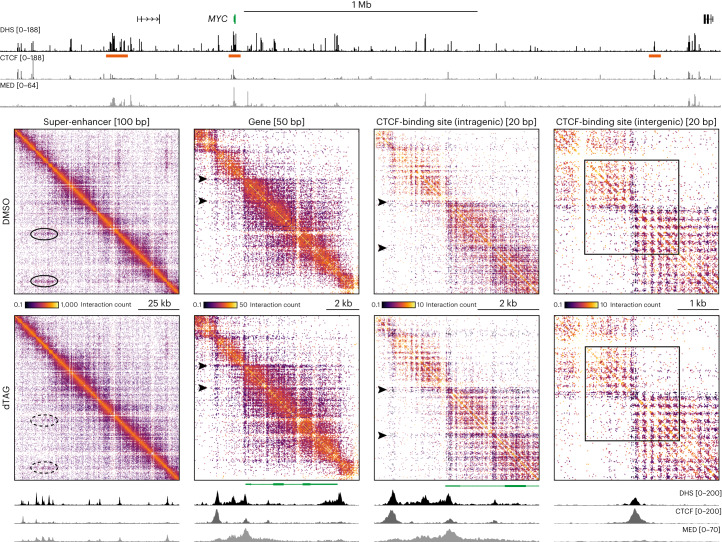
Depletion of Mediator leads to changes in nano-scale genome organization. Tiled-MCC ligation junctions in the *MYC* locus in HCT-116 MED14-dTAG cells treated with DMSO (top; *n* = 3 biologically independent samples) or dTAG ligand (bottom; *n* = 3 biologically independent samples), displayed in localized contact matrices at high resolution. Gene annotation, DHS and ChIP–seq data for CTCF and MED26 for the extended and localized *MYC* locus are shown above and below the matrices, respectively. The regions covered in the contact matrices are highlighted with orange bars (not drawn to scale) below the top DHS profile and show a super-enhancer, a gene, an intragenic CTCF-binding site and an intergenic CTCF-binding site at the indicated resolution. The ovals in the left matrices highlight interactions between the constitutive elements of the super-enhancer, which are significantly reduced upon Mediator depletion (top: *P* = 0.00809; bottom: *P* = 0.01393; two-sided unpaired *t*-test). The arrowheads in the middle two matrices highlight the appearance of CTCF-mediated insulation stripes within the gene body following loss of Mediator. The squares in the right matrices highlight regular nucleosome interactions surrounding an intergenic CTCF-binding site, which do not change after Mediator depletion.

Within the *MYC* super-enhancer, we observe enriched interactions between the individual elements of the super-enhancer (Fig. 5, left matrix). After depletion of Mediator, the frequency of these interactions is decreased. We observe similar patterns in the *MTAP*, *HMGA2* and *ITPRID2* loci (Extended Data Fig. 8). In the *MTAP* locus, we could also resolve the interactions between the gene promoter and a nearby enhancer. After Mediator depletion, there are fewer of these interactions (Extended Data Fig. 8a). These results show that interactions between active enhancer and promoter elements across very small distances are dependent on Mediator.

It has previously been shown that regions containing CTCF-binding sites form characteristic architectural patterns, in which phased nucleosomes surrounding the CTCF motif form a grid-like structure, which is associated with strong insulation between the regions upstream and downstream of the CTCF-binding site^14,41^. We observe these patterns at the intergenic CTCF-binding sites in the loci we investigated and do not see any changes upon depletion of Mediator (Fig. 5, right matrix, and Extended Data Fig. 8).

At the level of individual genes, we observe domain-like structures extending across the gene body (Fig. 5, middle-left matrix, and Extended Data Fig. 8). Interestingly, we observe that depletion of Mediator results in the appearance of specific structures within the *MYC* gene, which are centered around hypersensitive and CTCF-bound elements (Fig. 5, middle-left matrix). Zooming in on this region at higher resolution (Fig. 5, middle-right matrix) resolves a structure that is reminiscent of intergenic CTCF-binding sites at the CTCF-bound region within the *MYC* gene body when Mediator is depleted. This suggests that high transcriptional activity in the presence of Mediator leads to a disruption of the specific nucleosome structures that are normally formed around CTCF-binding sites. We observe similar patterns at the CTCF-binding sites contained within the *MTAP* and *ITPRID2* gene bodies upon depletion of Mediator (Extended Data Fig. 8a,c).

### Comparison of Mediator loss and transcription inhibition

The reduction in enhancer-promoter interactions that we observe after Mediator depletion is associated with a strong decrease in gene expression. A plausible explanation for these observations is that weakening of enhancer-promoter interactions leads to lower levels of gene activity. However, it is also possible that reduced transcriptional activity leads to weakening of enhancer-promoter interactions. To get more insight into the cause–consequence relationship between regulatory interactions and transcription, we performed MCC experiments in cells treated with triptolide, which inhibits initiation of transcription (Extended Data Fig. 9). Comparison of the MCC data from DMSO-treated cells with those from triptolide-treated cells shows that chemical inhibition of transcription does not lead to a reduction of enhancer-promoter interactions. By contrast, we find that enhancer-promoter interactions are significantly weaker in cells in which Mediator is depleted than in cells in which transcription is inhibited. This indicates that enhancer-promoter interactions are dependent on Mediator and not on the process of transcription.

Although chemical inhibition of transcription does not result in reduced enhancer-promoter interactions, we observe increased interactions with CTCF-binding sites following triptolide treatment. This indicates that it is possible that the increased CTCF-mediated interactions, which we detect after Mediator depletion, result from reduced transcription in the locus.

### BET proteins do not compensate for depletion of Mediator

Our data show that both short- and long-range interactions between enhancers and promoters are dependent on Mediator. However, we find that enhancer-promoter interactions are not completely abolished when Mediator is depleted. This indicates that other factors are involved in mediating enhancer-promoter interactions and possibly compensate for the loss of Mediator. It has recently been suggested that BRD4 plays a role in genome organization and stabilizes Cohesin on chromatin^42^. Although it has been shown that inhibition of BET proteins alone does not lead to changes in enhancer-promoter interactions (despite having a strong impact on transcription)^43^, we wondered whether Mediator and BET proteins might have (partly) redundant roles in enhancer-promoter interactions. We therefore investigated the impact of combined Mediator depletion and chemical BET inhibition on enhancer-promoter interactions with Capture-C (Extended Data Fig. 10). However, we do not find consistent additional effects on enhancer-promoter interactions after combined Mediator depletion and BET inhibition, compared with depletion of Mediator alone. This suggests that enhancer-promoter interactions result from a more complex interplay between many regulatory factors.

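Cells of the combined treatment received dTAG ligand as in the depletion experiment and 1 μM I-BET for 90 min, and gave 3 Capture-C libraries with the same 20 promoters as viewpoints. The group held a median of 26553 interactions per viewpoint and library within the viewpoint's chromosome, against 27933.5 in the dTAG and 32073 in the DMSO libraries. The combined treatment was compared with dTAG alone, and also with DMSO; the latter comparison shares its DMSO libraries with that of dTAG alone. The Capture-C libraries included none with BET inhibition alone.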

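No single bin, locus or region of Fig. 1 passed the test between dTAG+I-BET and dTAG alone: limma called 0 of 1960 bins of 10 kb (122 at an unadjusted p under 0.05; edgeR called 0), 0 of 19 loci at cohesin-lost sites (1 unadjusted; edgeR 0) and 0 of the 10 regions of Fig. 1 (0 unadjusted; edgeR 0). At cohesin-lost sites the mean log2 ratio over loci was 0.05 (s.d. 0.12, 9 of 19 lower), and over the largest clusters of these sites 0.07 (s.d. 0.11, 11 of 16 higher). Cohesin-lost sites were lower relative to the other sequence of the same loci by a mean log2 difference of -0.08 (15 of 19 loci), and relative to mirrored windows by -0.08 (15 of 19). The highest locus was DCBLD2, with 2006 ± 501 and 2557 ± 145 per kb (mean ± s.d., n = 3; limma log2 0.38, SE 0.17), and the lowest SPRY4, with 321 ± 38.6 and 281 ± 11.2 per kb (log2 -0.19, SE 0.12). The growth factor and receptor signaling loci averaged 0.02 (4 of 7 lower), the nuclear regulators HMGA2 and MYC -0.04 (2 of 2), the epithelial genes 0.11 (0 of 4) and the other genes 0.07 (3 of 6). Averaged over the 20 viewpoints, signal was higher from 10 to 50 kb (mean log2 0.24, 20 of 20 higher) and lower from 1 to 5 Mb (-0.17, 20 of 20 lower), and the bodies of 10 genes averaged 0.17 (10 of 10 higher); without dTAG replicate 3 these means were 0.07, 0.05 and 0.01. At the Fig. 1 regions of MTAP and HMGA2 the log2 ratios ranged from -0.16 to 0.17. Against DMSO, the combined treatment lowered signal at cohesin-lost sites of KRR1 and MYC (log2 -0.38 and -0.35), and of SPRY4 with limma only (-0.39), and raised it at EREG (0.43), all with 3 of 3 libraries on that side of the DMSO mean.
The lowest adjusted p between dTAG+I-BET and dTAG was 0.301 for bins, 0.548 for loci and 0.659 for the Fig. 1 regions. The two-sided permutation p of the mean over loci was 0.0894 (sign flips), and the exact permutation p over libraries 0.9. The mean over loci turned to -0.04 without dTAG replicate 3 and to -0.04 after rescaling; it was 0.11 without dTAG replicate 1 (permutation p = 0.00159), 0.08 without dTAG replicate 2 (permutation p = 0.0291) and 0.06 without dTAG+I-BET replicate 1 (permutation p = 0.0395). The rest of the sequence was higher at all 19 loci (mean 0.13; permutation p = 1e-05, the smallest these permutations can give), but at 0.01 without dTAG replicate 3. In the bands of distance, 6 of 7 passed the two-sided sign-flip permutation test over loci, with an adjusted p of 1.4e-05 from 10 to 50 kb and from 1 to 5 Mb, from the smallest p these permutations can give (exact permutation p over libraries 0.1 and 1); for gene bodies the exact sign-flip permutation p was 0.00195, and that over libraries 0.3. The bands, gene bodies, differences and clusters were examined in this comparison only after the data had been seen, and the sign-flip test treats loci as independent although they share their libraries. Its two-sided permutation p was 0.00829 for the difference to other sequence (-0.05, permutation p = 0.0357, without dTAG replicate 3). It was 0.0153 for that to mirrored windows (-0.06, permutation p = 0.114, without dTAG replicate 1) and 0.0207 for the clusters (exact permutation p over libraries 0.9; -0.05 without dTAG replicate 3, permutation p = 0.0740, and -0.02 after rescaling, permutation p = 0.479). Of the loci, 7 were lower and 12 higher by limma, a share of 36.8% lower that became 68.4% after rescaling. Of the bins, 34.3% were below 0, 50.3% after rescaling and 51.7% without dTAG replicate 3, and the median went from 0.09 to 0.00 after rescaling. Without dTAG replicate 3 the log2 ratio was 0.16 at DCBLD2 and -0.11 at SPRY4. The 4 calls against DMSO had adjusted p values of 0.0462 to 0.0490 with limma. edgeR did not call SPRY4 (adjusted p = 0.0845), where 1 window of 10 kb held 76 to 79 interactions per dTAG+I-BET library. Alternatives chosen after the data had been seen kept the call in 6 of 15 at SPRY4 (adjusted p from 0.0163 to 0.187), 7 at KRR1 (0.000315 to 0.187), 9 at MYC (0.00411 to 0.187) and 9 at EREG (0.000927 to 0.149). Of those that leave out 1 library, only the one without DMSO replicate 3 kept any call (KRR1, MYC and EREG, each with adjusted p = 0.0447).
The paper states that there were no consistent additional effects of the combined treatment over depletion alone, and from this proposes a more complex interplay between many regulatory factors.

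**Figure D5:**
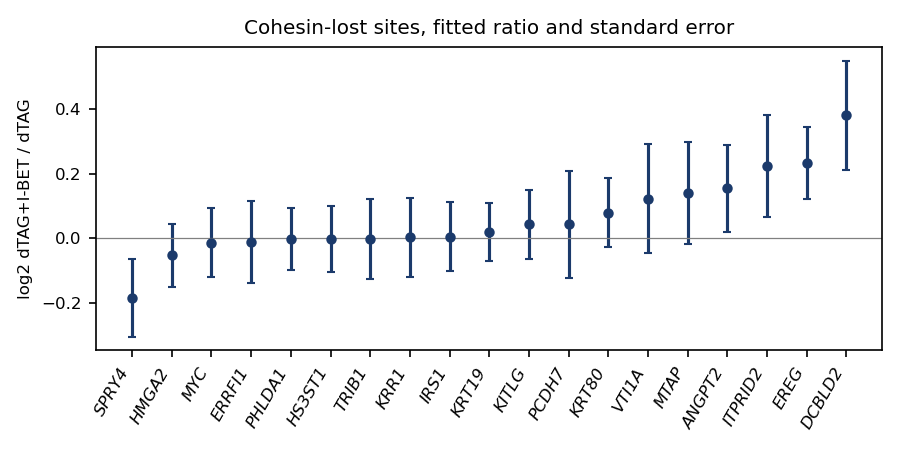
Log2 ratio of signal at cohesin-lost sites, dTAG+I-BET over dTAG, from limma (y axis) for each of 19 loci (x axis); points are fitted ratios from 3 libraries per group and bars their standard errors. Loci lie on both sides of 0, from SPRY4 at -0.19 to DCBLD2 at 0.38, and none passed the test.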

## Discussion

In this study, we have investigated the function of the Mediator complex in the regulation of chromatin architecture and enhancer-promoter interactions (Fig. 6). To overcome limitations of existing studies^24–29^, we have combined rapid depletion of Mediator using dTAG technology and analysis of genome architecture at very high resolution with targeted MNase-based 3C approaches. This strategy has enabled us to demonstrate that depletion of Mediator leads to a significant reduction in enhancer-promoter interactions.

**Fig. 6:**
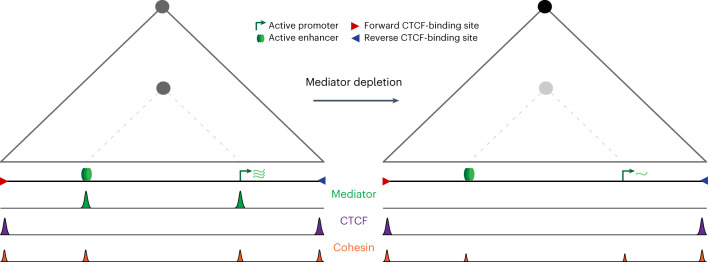
Graphical summary. The panels show a schematic TAD (gray triangle), interactions between the CTCF-binding sites located at its boundaries (gray circle at the TAD apex) and enhancer-promoter interactions (gray circle at the intersection between the enhancer and promoter, as indicated with a dashed line). Upon Mediator depletion, Cohesin occupancy at the enhancer and promoter is reduced, and enhancer-promoter interactions are weakened. By contrast, the TAD structure remains intact and the interactions between the CTCF-binding sites at the TAD boundaries are increased.

We have focused our analyses on 20 gene loci containing strong super-enhancers and found an average decrease in interaction strength of ~34% between promoters and Mediator-bound enhancer elements in these regions. This reduction in enhancer-promoter interactions is associated with an average downregulation of expression of ~7.5-fold for the genes we investigated. The relatively small effect on interaction frequency in comparison with gene activity is in agreement with recent studies that have shown that the relationship between enhancer-promoter interaction frequency and transcriptional output is not linear and that small changes in genome architecture can have a large impact on gene activity levels^44,45^.

In the context of Mediator depletion, there are several possible explanations for these observations. We have focused our analyses on genes regulated by super-enhancers, which are composed of many individual elements. For example, the *MTAP* gene is regulated by two super-enhancers, which contain more than twenty individual active elements. The additive and potentially synergistic impact of reduced interactions of each of these elements could cumulatively cause large changes in gene expression levels. In addition, the Mediator complex plays a central role in the regulation of gene expression and is thought to act at several stages of the transcription cycle. It is therefore likely that the large decrease in transcriptional output upon Mediator depletion is related not only to weaker enhancer-promoter interactions, but also to the loss of the general function of Mediator in the regulation of initiation (for example, PIC assembly and activation), re-initiation, elongation and transcriptional bursting^23,46^. Moreover, it is thought that the function of the Mediator complex in gene regulation is (partly) dependent on the formation of nuclear condensates^47–51^. In agreement with this model, it has been shown that MED14 depletion leads to dissolved Pol II clusters^28^. It is possible that the reduced interactions between enhancers and promoters after Mediator loss are not sufficient to establish the required concentrations of transcription factors, coactivators and Pol II for the formation of nuclear condensates in which transcription can be efficiently initiated. Finally, it is important to note that enhancer-promoter interactions are thought to be transient and vary from cell to cell^2^. It has been shown that enhancer-promoter proximity does not necessarily co-occur with transcriptional burst^52^; the precise mechanisms by which interactions between enhancers and their target gene promoter relate to transcriptional activation therefore require further investigation.

Our data indicate that Mediator’s role in enhancer-promoter interactions is (partly) dependent on Cohesin. Although it has previously been shown that Mediator co-localizes with Cohesin^24,25^, the functional relationship between these complexes has thus far been unclear. Our data show that Cohesin levels at enhancers are reduced when Mediator is depleted. A possible explanation for this observation is that Mediator stabilizes Cohesin on chromatin. Although further investigation of the interaction between Mediator and Cohesin is required, this suggests that Cohesin and Mediator cooperate in the formation of enhancer-promoter interactions and provides support for a model in which extruding Cohesin molecules are stalled at Mediator-bound enhancers and promoters and thereby bridge interactions between these elements. These findings indicate that Cohesin extrusion trajectories are dependent on multiple regulatory proteins and that these factors cooperate in the formation of specific 3D chromatin structures in which gene expression is regulated^53^.

The high resolution of our data has enabled us to visualize the effects of Mediator depletion on nano-scale genome organization. We find that interactions between the individual elements within super-enhancers and interactions between enhancers and promoters across very small distances are dependent on Mediator. Of note, we have previously shown that Cohesin depletion leads to a reduction of enhancer-promoter interactions across medium and large genomic distances (>~10 kb), but that Cohesin is not involved in regulating short-range enhancer-promoter interactions or interactions within enhancer clusters^14^. This suggests that Cohesin has a role in facilitating longer-range enhancer-promoter interactions and that Mediator can function independently on smaller scales. At the level of nano-scale genome organization, we also detect changes in chromatin structure at CTCF-binding sites. Since we only observe these changes at CTCF-binding sites within gene bodies and not at intergenic CTCF-binding sites, we think that these changes are related to the reduced transcription levels following Mediator depletion. This implies that specific higher-order nucleosome structures within genes can form only in the absence of high transcriptional activity, which is consistent with experiments in yeast that have shown that the transcriptional machinery disrupts regular nucleosome spacing^54^.

Although the changes in chromatin structure at intragenic CTCF-binding sites are likely related to lower transcription levels that result from Mediator depletion, it is important to note that we do not observe a reduction in enhancer-promoter interactions following treatment with triptolide to chemically inhibit transcription. These observations are consistent with several recent reports in which the impact of acute inhibition of transcription was analyzed with high-resolution Micro-C approaches^55,56^. This indicates that enhancer-promoter interactions depend on the Mediator complex and not on the process of transcription. However, it is of interest that we observe increased interactions with CTCF-binding sites following transcription inhibition. This suggests that the increased CTCF-mediated interactions that we detect after Mediator depletion could be related to the reduced levels of transcription that are associated with loss of Mediator. A possible explanation for these observations is that transcribing Pol II molecules form an obstacle to extruding Cohesin molecules; CTCF loops might therefore form more efficiently when transcription levels are reduced. This model fits with previous work that has shown that the distribution of Cohesin is dependent on transcription^57,58^ and with two recent reports indicating that Pol II can form barriers to loop extrusion^59,60^.

With the exception of a subtle increase in the strength of TAD and sub-TAD boundaries, we do not observe large-scale changes in genome architecture upon Mediator depletion. This is consistent with previous reports, in which the impact of Mediator depletion has been investigated with lower resolution approaches, such as Hi-C and Hi-ChIP^27–29^. On the basis of knockout of the Mediator-CDK module, it has recently been suggested that the Mediator complex is involved in the regulation of heterochromatin domains and genome compartmentalization^61^. We do not observe clear changes in compartmentalization after 2 h of Mediator depletion, but it is likely that changes in compartmentalization would require more time to manifest^62–64^.

Although our data clearly show that enhancer-promoter interactions are dependent on Mediator, we do not observe a complete loss of interactions when Mediator is depleted. This suggests that additional proteins and mechanisms play a role in mediating enhancer-promoter interactions. We find that the interactions that remain following depletion of Mediator are not dependent on BET proteins. However, many other regulatory factors, such as tissue-specific transcription factors^65–67^ and more widely expressed transcription factors, such as LDB1 (refs. ^68–71^) and YY1 (refs. ^72,73^), have been implicated in enhancer-promoter interactions. It is likely that the regulation of enhancer-promoter interactions is dependent on a complex interplay between multiple regulatory proteins, which might act in a (partly) redundant manner to ensure the formation of robust enhancer-promoter interactions. In line with biochemical and structural evidence^20,21^, our data show that the Mediator complex is one of the factors with an important role in regulating enhancer-promoter communication and gene expression, by acting as both a functional and an architectural bridge between enhancers and promoters.

## Methods

### Cell culture

Wild-type and MED14-dTAG human colorectal carcinoma HCT-116 cells^28^ were cultured in RPMI 1640 medium (Gibco, 21875034) supplemented with 10% FBS (Gibco, 10270106) and 1× penicillin–streptomycin (Gibco, 15140122) at 37 °C and 5% CO_2_. Cells were passaged every 2–3 d by trypsinization (Gibco, 25300054) upon reaching ~70–80% confluency. For MED14 depletion, dTAG stock was prepared by dissolving the dTAG^v^-1 ligand (Tocris, 6914) in DMSO. HCT-116 MED14-dTAG cells were seeded in culture flasks and grown to ~70% confluency. On the day of depletion, the cells were washed once with PBS, replenished with fresh culture medium containing either DMSO only or dTAG ligand at a final concentration of 0.5 μM, and treated for 2 h. For transcription inhibition, triptolide (Sigma, T3652) stock was prepared by dissolving the drug in DMSO, and HCT-116 MED14-dTAG cells were treated with a final concentration of 1 μM for 45 min, as described previously^56^. For co-inhibition of BET proteins, treatment of HCT-116 MED14-dTAG cells with dTAG ligand, as described above, was combined with I-BET 151 dihydrochloride (Tocris, 4650) treatment at 1 μM final concentration for 90 min.

### Immunoblotting

To confirm efficient Mediator depletion, we performed immunoblotting experiments of whole-cell lysates of HCT-116 MED14-dTAG cells treated with dTAG ligand for 0.5, 1, 2, 4, 6 or 8 h. Following treatment, the cells were trypsinized and pelleted. The cell pellets were washed once with PBS and lysed in radioimmunoprecipitation assay (RIPA) lysis and extraction buffer (Thermo Scientific, 89900) supplemented with 250 U mL^–1^ benzonase (Sigma-Aldrich, E1014) and protease inhibitor cocktail containing leupeptin (Carl Roth, CN33.4), PMSF (Carl Roth, 6367.3), pepstatin A (Carl Roth, 2936.3) and benzamide hydrochloride (Acros Organics, E1014) for 1 h at 4 °C on a rotator. Lysates were cleared by centrifugation at maximum speed for 15 min at 4 °C. Protein concentration was measured using Bio-Rad protein assay kit (Bio-Rad, 5000006). For each sample, 20 μg of protein lysate was mixed with 4X LDS sample buffer (Invitrogen, NP0007) supplemented with 50 mM DTT (Carl Roth, 6908.3) and denatured for 5 min at 95 °C. Proteins were separated on a NuPAGE 4–12% Bis-Tris gel (Invitrogen, NP0321) and blotted to a PVDF membrane. The membrane was blocked with 5% milk (Carl Roth, T145.2) in 1× PBS containing 0.05% Tween-20 (PBST) for 1 h at room temperature and was cut into two parts to detect higher- and lower-molecular-weight target proteins separately. Cut membranes were incubated with primary antibodies (MED14-HA: 1:1,000, rabbit anti-HA-Tag (C29F4) antibody, Cell Signaling Technology, 3724; GAPDH: 1:2,000, mouse anti-GAPDH antibody (6C5), Abcam, ab8245) at 4 °C overnight. The next day, the membranes were washed three times with PBST and incubated with horseradish peroxidase (HRP)-labeled secondary antibodies (MED14-HA: 1:3,000, goat anti-rabbit IgG H&L (HRP), Abcam, ab205718; GAPDH: 1:3,000, goat anti-mouse IgG H&L (HRP), Abcam, ab205719) for 1 h at room temperature. The membranes were washed three times with PBST again and were developed and imaged using INTAS ChemoCam Imager HR.

To further evaluate the efficiency of Mediator depletion, we performed immunoblotting experiments of subcellular fractions (chromatin, nucleoplasm and cytoplasm) of HCT-116 MED14-dTAG cells treated with dTAG ligand for 2 h^74^. After treatment, the cells were trypsinized and pelleted. Cell pellets were resuspended in cell lysis buffer (10 mM Tris-HCl pH 7.4, 150 mM NaCl, 0.15% NP-40, 1× protease inhibitor mix) and incubated on ice for 5 min. The resulting cell lysates were gently transferred to fresh protein LoBind tubes containing 2.5 volumes of cold sucrose buffer (10 mM Tris-HCl pH 7.4, 150 mM NaCl, 24% sucrose, 1× protease inhibitor mix). After centrifugation, the supernatants were collected and stored as cytoplasmic fractions. The resulting nuclei pellets were resuspended in glycerol buffer (20 mM Tris-HCl pH 7.4, 75 mM NaCl, 0.5 mM EDTA, 50% glycerol, 1× protease inhibitor mix), to which nuclear lysis buffer (10 mM Tris-HCl pH 7.4, 300 mM NaCl, 0.2 mM EDTA, 1 M urea, 7.5 mM MgCl_2_, 1% NP-40, 1× protease inhibitor mix) was added. After incubation on ice for 2 min, the lysates were centrifuged to precipitate the chromatin–RNA complex. The supernatants were collected and stored as nucleoplasmic fractions. The resulting chromatin pellets were briefly washed once with MNase buffer (10 mM Tris-HCl pH 7.5, 10 mM CaCl_2_) and resuspended in pre-warmed chromatin digest buffer (1× MNase buffer, 1× BSA, 50 U μL^–1^ MNase, 100 mM NaCl), followed by incubation at 37 °C and 1,400 r.p.m. for 3 min. The digestion reactions were quenched by the addition of 25 mM EGTA and centrifuged, and the supernatants were collected and stored as chromatin fractions. The fractions were analyzed by immunoblotting, as described above. The following primary antibodies were used: MED-HA: 1:1,000, rabbit anti-HA-Tag (C29F4) antibody (Cell Signaling Technology, 3724); GAPDH: 1:2,000, mouse anti-GAPDH (6C5) antibody (Abcam, ab8245); and histone H3: 1:5,000, rabbit HRP anti-histone H3 antibody (Abcam, ab21054). All immunoblotting experiments were performed independently for at least three times, with similar results.

### ChIP–seq

Calibrated MNase ChIP–seq was performed as described previously^75^, with some modifications for three biological replicates per experimental condition. Fresh protease (Roche, 11873580001) and phosphatase inhibitors (Roche, 4906837001) were added to all buffers. Briefly, 6 × 10^7^ cells were crosslinked with 1% formaldehyde for 8 min at room temperature, followed by quenching with 125 mM glycine for 5 min. The fixed cells were scraped from the plates, washed twice with ice-cold PBS and centrifuged. The cell pellets were resuspended in Farnham lysis buffer (5 mM PIPES pH 8, 85 mM KCl, 0.5% NP-40) and incubated on ice for 10 min. After centrifugation, the nuclei pellets were resuspended in 1% SDS lysis buffer (50 mM Tris-HCl pH 8, 10 mM EDTA, 1% SDS). Following incubation at room temperature for 10 min, IP buffer (20 mM Tris-HCl pH 8, 1 mM EDTA, 150 mM NaCl, 1% Triton X-100) supplemented with 5 mM CaCl_2_ was added to quench the reaction and to further dilute the SDS (0.1% final concentration). The samples were then digested with 20,000 U of MNase (NEB, M0247S) at 37 °C for 20 min, followed by the addition of 20 mM EDTA and 10 mM EGTA to quench the MNase digestion. The digested samples were sonicated, and the chromatin supernatants were collected afterwards. For each IP, 45 μg of sample chromatin and 200 ng of *Drosophila* S2 MNase-digested chromatin were used. The samples were pre-cleared with Dynabeads Protein G (Thermo Fisher Scientific, 10009D) for 30 min at 4 °C. Pre-cleared samples were incubated with 1.32 µg of rabbit anti-HA-Tag (C29F4) antibody (Cell Signaling Technology, 3724) and 1 μg of *Drosophila* spike-in antibody (Active Motif, 61686) and incubated overnight with gentle rotation. Following incubation, inputs were collected and stored for each sample. The samples were further incubated with Dynabeads Protein G at 4 °C for 3 h. Bead washes were performed at 4 °C for 5 min in the following order: 1× with Buffer 1 (20 mM Tris-HCl pH 8, 2 mM EDTA, 150 mM NaCl, 1% Triton X-100, 0.1% SDS), 4× with Buffer 2 (20 mM Tris-HCl pH 8, 2 mM EDTA, 500 mM NaCl, 1% Triton X-100, 0.1% SDS), 1× with Buffer 3 (10 mM Tris-HCl pH 8, 1 mM EDTA, 250 mM LiCl, 1% NP-40, 1% sodium-deoxycholate), and 3× with TE buffer (10 mM Tris-HCl pH 8, 1 mM EDTA, 50 mM NaCl). The beads were subsequently eluted in elution buffer (0.1 M NaHCO_3_, 160 mM NaCl, 1% SDS). The samples were de-crosslinked, and DNA extraction was performed. Library preparations were performed using the NEBNext Ultra II DNA Library Prep Kit for Illumina (NEB, E7645S) with a modified thermocycler program for the End Prep reaction (20 °C for 30 min, 50 °C for 1 h; heated lit set to 60 °C). The amplified libraries were size selected with double-sided (1.0-1.2x) SPRI bead purification. The final libraries were assessed on a fragment analyzer and sequenced using the NextSeq550 Illumina platform (43-bp paired-end reads). Paired-end reads were processed for adapter removal and mapped to the hg38 reference genome using Bowtie2^76^. Duplicates were filtered and removed using SAMtools^77^. Spike-ins from *Drosophila* chromatin were used for normalization. Normalized bigwig files were generated using Deeptools^78^. Peak calling was performed with MACS2 (ref. ^79^) in DMSO samples using input files for thresholding. Box plots were generated with R using default settings.

### Capture-C

Capture-C was performed as described previously^80,81^ for three biological replicates per experimental condition. Briefly, 10 × 10^6^ cells per biological replicate were crosslinked, followed by cell lysis. 3 C libraries were generated by DpnII digestion and subsequent proximity ligation. After decrosslinking and DNA extraction, the resulting 3 C libraries were sonicated to a fragment size of ~200 bp and indexed with Illumina sequencing adapters, using Herculase II polymerase (Agilent, 600677) for library amplification. To boost library complexity, indexing was performed in two parallel reactions for each sample. Biotinylated oligonucleotides (70 nt) were designed using a python-based oligo tool^82^ (https://oligo.readthedocs.io/en/latest/) and used for enrichment of the libraries in two consecutive rounds of hybridization, biotin-streptavidin bead pulldown (Invitrogen, 65306), bead washes and PCR amplification (KAPA HyperCapture Reagent Kit, Roche, 09075828001). The final libraries were assessed on a fragment analyzer and sequenced using the NextSeq550 Illumina platform (75-bp paired-end reads). Data analysis was performed using the CapCruncher pipeline^80^ (https://github.com/sims-lab/CapCruncher).

### Micro-Capture-C

Micro-Capture-C (MCC) was performed as described previously^33^ for three biological replicates per experimental condition. Briefly, multiple aliquots of 10 × 10^6^ cells per biological replicate were crosslinked and permeabilized with 0.005% digitonin (Sigma-Aldrich, D141). For each replicate, the permeabilized cells were pelleted, resuspended in nuclease-free water, and split into three digestion reactions. MCC libraries were generated by digesting the chromatin in low Ca^2+^ MNase buffer (10 mM Tris-HCl pH 7.5, 10 mM CaCl_2_) for 1 h at 37 °C with MNase (NEB, M0247) added in varied concentrations (17–32 Kunitz U). The reactions were quenched by the addition of 5 mM ethylene glycol-bis(2-aminoethylether)-N,N,N′,N′-tetraacetic acid (EGTA) (Sigma-Aldrich, E3889) and pelleted afterwards. The pellets were resuspended in PBS containing 5 mM EGTA, and an aliquot of 200 mL per reaction was tested for digestion efficiency as a control. The reactions were pelleted again and resuspended in DNA ligase buffer (Thermo Scientific, B69) supplemented with dNTP mix (NEB, N0447) at 0.4 mM final concentration and 2.5 mM EGTA. Subsequently, 200 U mL^–1^ T4 polynucleotide Kinase (NEB, M0201), 100 U mL^–1^ DNA polymerase I large (Klenow) fragment (NEB, M0210) and 300 U mL^–1^ T4 DNA ligase (Thermo Scientific, EL0013) were added. The reactions were incubated at 37 °C and 20 °C for 1–2 h and overnight, respectively. Following chromatin decrosslinking, DNA extraction was performed using DNeasy blood and tissue kit (Qiagen, 69504). The size-selected MCC libraries were sonicated, indexed and enriched with a double-capture procedure, as described in ‘Capture-C.’ Biotinylated oligonucleotides (120 nucleotides) were designed using a python-based oligonucleotide tool^82^ (https://oligo.readthedocs.io/en/latest/). The final libraries were assessed on a fragment analyzer and were sequenced using the NextSeq550 Illumina platform (150-bp paired-end reads). Data analysis was performed using the MCC pipeline^33^.

### Tiled Micro-Capture-C

Tiled-MCC was performed using the generated MCC libraries, following a tiled enrichment procedure as described previously^14^, using the Twist Hybridization and Wash Kit (Twist Bioscience, 101025). Briefly, indexed MCC libraries were pooled and dried completely in a vacuum concentrator at 45 °C. Dried DNA was resuspended in blocker solution and pooled with the hybridization solution containing a custom panel of biotinylated oligonucleotides (70 nt; designed using a python-based oligo tool^82^ (https://oligo.readthedocs.io/en/latest/) and incubated at 70 °C overnight. Streptavidin bead pulldown and bead washes were performed with Twist Wash Buffers according to the manufacturer’s instructions (Twist Target Enrichment Protocol). Subsequently, post-hybridization PCR was performed with 11 cycles of amplification. PCR-amplified libraries were purified using pre-equilibrated Twist DNA Purification Beads. The final libraries were assessed on a fragment analyzer and sequenced using the NextSeq550 Illumina platform (150-bp paired-end reads). Data analysis was performed using the MCC pipeline^33^ (https://github.com/jojdavies/Micro-Capture-C) and HiC-Pro pipeline^83^ (https://github.com/nservant/HiC-Pro) as described previously^14^. All contact matrices were balanced using ICE-normalization^84^. The large-scale contact matrices have a resolution of 500 bp – 2 kb (depending on the size of the region); the resolution of the nano-scale matrices is indicated in the figures.

### ATAC-seq

Assay for Transposase-Accessible Chromatin using sequencing (ATAC-seq) was performed as described previously^34,85^ with some modifications. Three biological replicates per experimental condition were used for the experiment. Briefly, 1.5 × 10^5^ washed cells were split over two tubes, followed by centrifugation. Cell pellets were resuspended in fresh cold lysis buffer (10 mM Tris-HCl pH 7.5, 10 mM NaCl, 3 mM MgCl_2_, 0.1% Igepal CA-630) and incubated on ice for 3 min. The lysates were washed once with cold PBS, and the resulting nuclear pellets were resuspended in the tagmentation mix (Illumina, 20034198). The tagmentation reactions were performed at 37 °C and 1,000 r.p.m. for 30 min, followed by DNA purification using MinElute PCR purification kit (Qiagen, 28004). The indexed samples were amplified using Nextera indexing primers and NEBNext High-Fidelity PCR Master Mix (NEB, M0541), with an initial 5-min extension step at 72 °C. A real-time PCR library amplification kit (KAPA, KK2701) was used to calculate the required number of PCR cycles (11 cycles) in order to minimize library amplification bias. Size selection was performed with double-sided SPRI bead purification to remove primer dimers and larger fragments (>700 bp). The final libraries were assessed on a fragment analyzer and sequenced using the NextSeq550 Illumina platform (75-bp paired-end reads). The data from each replicate were down-sampled to the library with the lowest read depth and analyzed using the NGseqBasic pipeline^86^.

### CUT&Tag

CUT&Tag^40^ was performed for three biological replicates (for a total of five technical replicates) per experimental condition using the CUT&Tag-IT Assay Kit (Anti-Rabbit) (Active Motif, 53160), according to the manufacturer’s instructions with some modifications. Briefly, 0.5 × 10^6^ cells were mildly crosslinked with 0.3% paraformaldehyde (Science Services, E15710), followed by quenching with 125 mM cold glycine. Meanwhile, concanavalin A beads were prepared, following the manufacturer’s instructions. The fixed cells were washed, resuspended in wash buffer and incubated with concanavalin A beads for 10 min on a rotator at room temperature. The samples were placed on a magnetic stand to clear the liquid, and the samples were resuspended with ice-cold antibody buffer supplemented with protease inhibitor cocktail and digitonin. Then, 1 μg rabbit anti-SMC1A antibody (1:50, Abcam, ab9262) or 1 μg rabbit IgG isotype control antibody (1:50, Cell Signaling Technology, 2729S) was added to each sample, and the samples were incubated overnight at 4 °C on a rotator in 0.2-mL PCR tubes. The next day, the samples were incubated with guinea pig anti-rabbit secondary antibody (1:100, Active Motif, 53160) for 1 h at room temperature on a rotator, followed by washes with dig-wash buffer. The samples were placed on a magnetic stand to clear the liquid, and the beads were resuspended with CUT&Tag-IT Assembled pA-Tn5 Transposons. The reactions were subsequently incubated at room temperature on a rotator, followed by washes with Dig-300 buffer. After clearing the liquid on a magnetic stand, the beads were resuspended with tagmentation buffer. The tagmentation reactions were subsequently incubated at 37 °C for 60 min. The samples were de-crosslinked, and DNA extraction was performed according to the manufacturer’s instructions. The libraries were amplified by PCR, and size selection was performed with two rounds of SPRI bead purification to remove primer dimers. The final libraries were assessed on a fragment analyzer and sequenced using the NextSeq550 Illumina platform (75-bp paired-end reads). The data were analyzed using the NGseqBasic pipeline^86^. Peak calling was performed with MACS2 (ref. ^79^) using IgG controls for thresholding. Normalized bigwig files and meta peak profiles were generated using Deeptools^78^ and LOESS regression was applied for smoothening of the data. Box plots were generated with R using default settings. Differential binding analysis was performed in R using the DiffBind package. An adjusted *P* value of 0.05 (Benjamini–Hochberg method) was used to identify differentially bound SMC1A peaks after Mediator depletion (Supplementary Table 1).

### Public data analysis

DNase-I hypersensitivity data^87^ (ENCSR000ENM) and ChIP–Seq data for CTCF^87^ (ENCSR000BSE) and MED26 (ref. ^27^) in HCT-116 cells were analyzed using the NGseqBasic pipeline^86^. TT-seq data files for HCT-116 MED14-dTAG cells^28^ were shared by the authors, and differential expression analysis was performed in R using the DESeq2 package^88^.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41594-023-01027-2.

## Supplementary information

Reporting Summary

Peer Review File

Supplementary Table 1 Peaks that are significantly changed (adjusted *P* value < 0.05) in dTAG-treated cells (*n* = 3 biologically independent samples) compared with DMSO-treated cells (*n* = 3 biologically independent samples) are listed. *P* values were calculated in R using the DiffBind package and corrected for multiple comparisons.

## Data Availability

The raw sequencing and processed data are available from the Gene Expression Omnibus (GEO) as a SuperSeries under accession number GSE205984. DNase-I hypersensitivity data^87^ and ChIP–seq data for CTCF^87^ are available from ENCODE under accession codes ENCSR000ENM and ENCSR000BSE, respectively. ChIP–seq data for MED26 (ref. ^27^) are available from GEO under accession code GSE121355. TT-seq data^28^ are available from GEO under accession code GSE139468. Source data are provided with this paper.

## Source data

Source Data Fig. 2 Statistical source data.
Source Data Extended Data Fig. 1 Unprocessed western blots and/or gels.
Source Data Extended Data Fig. 9 Statistical source data.

# Supplementary material for: The Mediator complex regulates enhancer-promoter interactions
**Source:** Nat Struct Mol Biol. 2023 Jul 10;30(7):991–1000. doi: 10.1038/s41594-023-01027-2
**Supplement:** Supplementary file 1 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Illumina NextSeq 550.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                     |
| Data analysis   | CapCruncher pipeline v.1 ( <a href="https://github.com/sims-lab/CapCruncher">https://github.com/sims-lab/CapCruncher</a> ); MCC pipeline v.1 ( <a href="https://github.com/joydavies/Micro-Capture-C">https://github.com/joydavies/Micro-Capture-C</a> ), based on scripts available for academic use through the Oxford University Innovation software store ( <a href="https://process.innovation.ox.ac.uk/software/p/16529a/micro-capture-c-academic/1">https://process.innovation.ox.ac.uk/software/p/16529a/micro-capture-c-academic/1</a> ); Bowtie2 v.2.3.5; HiC-Pro v.2.11.1; oligo design tool v.0.1.1b ( <a href="https://oligo.readthedocs.io/en/latest/">https://oligo.readthedocs.io/en/latest/</a> ); Samtools v.1.9; MACS2 v.2.1.2; deepTools v.3.0.1; DiffBind v.3.6.5; DESeq2 v.1.36.0; NGseqBasic pipeline v.1 ( <a href="https://github.com/Hughes-Genome-Group/NGseqBasic/releases">https://github.com/Hughes-Genome-Group/NGseqBasic/releases</a> ). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

All raw and processed sequencing data generated in this study are available from the Gene Expression Omnibus (GEO) as a SuperSeries under accession number GSE205984. DNase-I hypersensitivity data and ChIP-Seq data for CTCF are available from ENCODE under accession codes ENCSR000ENM and ENCSR000BSE, respectively. ChIP-seq data for MED26 are available from GEO under accession code GSE121355. TT-seq data are available from GEO under access code GSE139468.

## Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials &amp; experimental systems

|                                     |                                                           |
|-------------------------------------|-----------------------------------------------------------|
| n/a                                 | Involved in the study                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |

## Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Rabbit anti-HA-Tag (C29F4) antibody (1:1000 (Immunoblotting), 1 ug (ChIP-seq), Cell Signaling Technology, 3724), Mouse anti-GAPDH (6C5) antibody (1:2000, Abcam, ab8245), Rabbit HRP anti-Histone H3 antibody (1:5000, Abcam, ab21054), Goat anti-Rabbit IgG H&L antibody (HRP) (1:3000, Abcam, ab205718), Goat anti-Mouse IgG H&L antibody (HRP) (1:3000, Abcam, ab205719), Drosophila spike-in antibody (1 ug, Active Motif, 61686), Rabbit anti-SMC1A antibody (1:50, Abcam, ab9262), Guinea pig anti-rabbit secondary antibody (1:100, Active Motif, 53160), Rabbit IgG isotype control antibody (1:50, Cell Signaling Technology, 2729S). |
| Validation      | Validation was performed by the manufacturer. The antibodies were purified using immunogen affinity and validated by immunoprecipitation, immunohistochemical analysis, and western blotting.                                                                                                                                                                                                                                                                                                                                                                                                                                                  |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                                                                                          |
|-------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | Wild type and MED14-dTAG human colorectal carcinoma HCT-116 cells were a gift from Georg Winter (CeMM, Vienna). The MED14-dTAG HCT-116 cells were generated in Jaeger et al, Nature Genetics 2020. Wild type HCT-116 cells were originally obtained from ATCC (CCL-247). |
| Authentication                                                    | The cells were authenticated using the KaryoStat+ assay (Thermo Fisher).                                                                                                                                                                                                 |
| Mycoplasma contamination                                          | All cell lines tested negative for mycoplasma contamination.                                                                                                                                                                                                             |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified lines were used.                                                                                                                                                                                                                               |

## ChIP-seq

## Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                     |
|--------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | Cut&Tag (GSE205905) and ChIP-seq (GSE225294) data from this study are available from the Gene Expression Omnibus (GEO) under GSE205984 SuperSeries. |
|--------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------|

|                              |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Files in database submission | GSM6235280 Cut&Tag DMSO_1<br>GSM6235281 Cut&Tag DMSO_2<br>GSM6235282 Cut&Tag DMSO_3<br>GSM6235283 Cut&Tag DMSO_4<br>GSM6235284 Cut&Tag DMSO_5<br>GSM6235285 Cut&Tag dTAG_1<br>GSM6235286 Cut&Tag dTAG_2<br>GSM6235287 Cut&Tag dTAG_3<br>GSM6235288 Cut&Tag dTAG_4<br>GSM6235289 Cut&Tag dTAG_5<br>GSM6235290 Cut&Tag IgG_DMSO<br>GSM6235291 Cut&Tag IgG_dTAG<br>GSM7043684 ChIP-seq DMSO_1<br>GSM7043685 ChIP-seq DMSO_2<br>GSM7043686 ChIP-seq DMSO_3<br>GSM7043687 ChIP-seq dTAG_1<br>GSM7043688 ChIP-seq dTAG_2<br>GSM7043689 ChIP-seq dTAG_3<br>GSM7043690 ChIP-seq Input_DMSO_1<br>GSM7043691 ChIP-seq Input_DMSO_2<br>GSM7043692 ChIP-seq Input_DMSO_3<br>GSM7043693 ChIP-seq Input_dTAG_1 |
|------------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

Genome browser session  
(e.g. [UCSC](#))

GSM7043694 ChIP-seq Input\_dTAG\_2  
GSM7043695 ChIP-seq Input\_dTAG\_3

SMC1A Cut&Tag:  
[https://genome-euro.ucsc.edu/cgi-bin/hgTracks?db=hg38&lastVirtModeType=default&lastVirtModeExtraState=&virtModeType=default&virtMode=0&nonVirtPosition=&position=chr8%3A127403541%2D128075640&hgsid=289897223\\_siSAB15BvordAAzlcKzbnk8ElwPq](https://genome-euro.ucsc.edu/cgi-bin/hgTracks?db=hg38&lastVirtModeType=default&lastVirtModeExtraState=&virtModeType=default&virtMode=0&nonVirtPosition=&position=chr8%3A127403541%2D128075640&hgsid=289897223_siSAB15BvordAAzlcKzbnk8ElwPq)

MED-HA ChIP-seq:  
[https://genome-euro.ucsc.edu/cgi-bin/hgTracks?db=hg38&lastVirtModeType=default&lastVirtModeExtraState=&virtModeType=default&virtMode=0&nonVirtPosition=&position=chr9%3A21390261%2D21970274&hgsid=296213738\\_k9i9nlThJHaEvlcOQfaDaJK6pP2T](https://genome-euro.ucsc.edu/cgi-bin/hgTracks?db=hg38&lastVirtModeType=default&lastVirtModeExtraState=&virtModeType=default&virtMode=0&nonVirtPosition=&position=chr9%3A21390261%2D21970274&hgsid=296213738_k9i9nlThJHaEvlcOQfaDaJK6pP2T)

## Methodology

|                         |                                                                                                                                                                                                                                                                                                     |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Replicates              | Cleavage under targets and tagmentation (CUT&Tag4) experiments were performed for n=3 biologically independent samples (for a total of 5 technical replicates) per experimental condition. ChIP-seq experiments were performed for n=3 biologically independent samples per experimental condition. |
| Sequencing depth        | The samples were sequenced using the NextSeq550 Illumina platform (75-bp paired-end reads) to a sequencing depth of ~10 M reads per sample.                                                                                                                                                         |
| Antibodies              | Rabbit anti-SMC1A antibody (1:50, Abcam, ab9262); Guinea pig anti-rabbit secondary antibody (1:100, Active Motif, 53160); Rabbit anti-HA-Tag (C29F4) antibody (1 ug, Cell Signaling Technology, 3724); Drosophila spike-in antibody (1 ug, Active Motif, 61686).                                    |
| Peak calling parameters | Paired-end reads were processed for adapter removal and duplicate filtering and mapped to the hg38 reference genome using Bowtie2. Peak calling was performed with MACS2 (consensus peaks with parameter q = 0.1 were selected). All peak profiles were generated using Deeptools.                  |
| Data quality            | The quality of the data was assessed by comparing the DMSO-treated samples to available SMC1A ChIP-seq data (Rao et al, Cell 2017) and MED26 ChIP-seq data (El Khattabi et al, Cell 2019) in HCT-116 cells.                                                                                         |
| Software                | Paired-end reads were processed for adapter removal and duplicate filtering and mapped to the hg38 reference genome using Bowtie2. Peak calling was performed with MACS2. All peak profiles were generated using Deeptools.                                                                         |

How the deposited data were processed for this re-analysis (not part of the article)

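Capture-C interactions with 20 promoters were analyzed in 9 libraries of HCT-116 MED14-dTAG cells: 3 replicates each of DMSO, dTAG ligand, and dTAG ligand with I-BET. The paper calls the replicates biologically independent, while the deposited columns number them with the letters TR, which are not explained. Here n = 3 rests on the paper's statement. The authors digested chromatin with DpnII, captured the promoter fragments, and counted interactions per DpnII fragment with CapCruncher (version 1) on the hg38 genome; the paper's Reporting Summary names Bowtie2 2.3.5 and Samtools 1.9. The deposited signal is the number of interactions of a fragment with the viewpoint, scaled by the authors to about the same total per viewpoint and library; the values on the viewpoint's chromosome sum to 925205 to 967001. All 102057804 values (100% in every column, tolerance 0.01) were whole multiples of the smallest value above 0 in their column, so that the number of interactions behind the deposited signal could be recovered. The authors' filters on reads are already part of these values, and reads were not processed again.

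A viewpoint held 10698 to 60241 interactions within its chromosome in a library (median 28938.5), and interactions with other chromosomes made up 21.9% to 49.5%. Within a group, 10-kb bins of 2 libraries correlated with a Pearson r of 0.953 to 0.975 (9 pairs, across bins), and between groups with 0.925 to 0.973 (27 pairs). A chi-square comparison of the recovered interactions gave 1.33 to 7.69 per bin within groups, so that replicates differed by more than sampling noise, and the tests use the spread between replicates.

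Viewpoints were placed at the transcription start site of GENCODE 44, and fragments were assigned to a region by their midpoint. Regions were the cohesin-lost sites of Supplementary Table 1 (more than 10 kb and up to 500 kb from the viewpoint, 5 kb added on each side, merged); the cluster with the most such sites (sites up to 50 kb apart joined, at least 2 sites); all other sequence from 10 to 500 kb; windows mirrored to the other side of the viewpoint; sites of that table with more SMC1A; the gene body from 10 kb downstream of the viewpoint for genes over 30 kb; bands of distance; 10-kb bins; and the super-enhancers, gray boxes, outer parts and CTCF arrowheads of Fig. 1, read from its pixels. Genes were grouped as growth factor and receptor signaling, nuclear regulators of growth, epithelial cytoskeleton and cell surface, and other. MTAP and HMGA2 (Fig. 1), MYC, ITPRID2, ERRFI1 and KRT19 (named in the text) and the loci with the lowest and highest values are named with values, as are the 3 largest decreases and the 3 largest increases among called bins at different loci; DCBLD2 and SPRY4 are named as the ends of the range in the comparison of dTAG+I-BET with dTAG.

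Single regions and bins were tested with limma 3.58.1 in R 4.3.3 on log2 of signal per kb plus 1, with all 9 libraries in the fit (with a trend of variance on signal for bins), and Benjamini-Hochberg adjustment; a call needs an adjusted p under 0.05. Bins needed a mean of at least 2 per kb, which removed no bin, so that the other bin filters test nothing. Means over loci of log2 ratios of group means were tested with two-sided sign-flip permutations (100000, or all of them for up to 13 values), and libraries with two-sided exact permutation tests, whose smallest p for 3 against 3 is 0.1. edgeR 4.0.16 (quasi-likelihood) was applied to the recovered interactions. Other steps used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Tested on simulated data of 1960 bins with 3 against 3 libraries, limma made 3 calls and edgeR 5 among 1760 unchanged bins, and edgeR found 93 of 100 bins changed by log2 1 and 39 of 100 changed by 0.5. The sign-flip test gave a p under 0.05 in 5% of 1000 simulated runs without change when libraries had no effect of their own, and far more often when they had.

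Regions, tests, gene groups and alternatives were fixed before the data were examined: rescaling each library to equal totals from 10 to 1000 kb, leaving out each library, a block on replicate number, windows of 2.5 and 10 kb, sites within 1000 kb or more than 25 kb away, sites joined over 25 and 100 kb, bins of 5 and 25 kb, a pseudocount of 0.5 and 5, a bin filter of 10 per kb or none, fits of only the 2 groups compared, edgeR on bins, and the median, the ratio of means and the paper's paired test on ratios over loci. edgeR on regions was added after the data had been seen, as were all alternatives for single loci with dTAG+I-BET against DMSO and, for dTAG+I-BET against dTAG, the bands of distance, the gene bodies, the clusters and the differences of cohesin-lost sites to other sequence and mirrored windows. Sequence within 10 kb of a viewpoint was left out of the tests because of its steep decay, and DDIT4 was left out of those on cohesin-lost sites because it has none. The other assays of the paper were not used here, apart from the sites of Supplementary Table 1 and the drawn features of Fig. 1.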

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

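The bin scan behind these results and its tests were set in advance, and the check over alternatives includes no test chosen only after the result was seen. The paper's text does not discuss the DCBLD2 and KITLG loci, and 3 of the 10-kb bins there rose in dTAG-treated cells.

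In the DCBLD2 gene, the bin that starts 80 kb from the promoter (chromosome 3, 98821695 to 98831694) rose from 505 ± 92.2 to 1057 ± 34.1 per kb (mean ± s.d., n = 3; log2 1.08, SE 0.15, limma adjusted p = 0.000433, all 3 dTAG libraries higher) and was at 1014 ± 24.8 with dTAG+I-BET; it passed under all 14 alternatives (adjusted p from 2.26e-05 to 0.0106). Its neighbor (98831695 to 98841694), also in the gene, rose from 556 ± 68.3 to 925 ± 116 per kb (log2 0.73, SE 0.16, adjusted p = 0.0131, all 3 libraries higher) and was at 1089 ± 100 with dTAG+I-BET; it passed under 10 of 14 alternatives (log2 0.64 to 0.82, adjusted p from 0.000528 to 0.142), and not without DMSO replicate 1, DMSO replicate 2 or dTAG replicate 1 (adjusted p = 0.142, 0.0716 and 0.0837) or with only the 2 groups compared (0.0643). Outside the KITLG gene, the bin from 88470851 to 88480850 on chromosome 12 rose from 182 ± 20.1 to 341 ± 62.1 per kb (log2 0.90, SE 0.18, adjusted p = 0.00669, all 3 libraries higher) and was at 328 ± 25.7 with dTAG+I-BET; it passed under 13 of 14 alternatives (log2 0.75 to 0.99, adjusted p from 0.00147 to 0.0563), and not without DMSO replicate 1 (0.0563). The values of dTAG+I-BET come from other libraries than those of dTAG alone, but both are set against the same DMSO libraries.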

How the results depend on the processing

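edgeR on regions, and all settings for the clusters and the differences to other sequence and mirrored windows with dTAG+I-BET against dTAG and for the loci with dTAG+I-BET against DMSO, were chosen only after the result was seen. Over the alternatives, the mean over loci at cohesin-lost sites for dTAG against DMSO kept its sign and its side of the threshold in 14 of 15, that of the clusters in 12 of 13, and the count for the regions of Fig. 1 (9) stayed within 1.5 times in 11 of 11. The count of 0 called bins for dTAG+I-BET against dTAG stood under all 16 alternatives (limma, 122 at an unadjusted p under 0.05; edgeR 0). For the changes listed next the cause was not tested.

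Rescaling to equal totals from 10 kb to 1 Mb turned the mean over loci at cohesin-lost sites for dTAG+I-BET against dTAG from 0.049 to -0.042 (permutation p = 0.128), turned that of the clusters for dTAG+I-BET against dTAG from 0.069 to -0.017 (permutation p = 0.479), moved that of cohesin-lost sites for dTAG+I-BET against DMSO from -0.10 to -0.15 (permutation p = 0.00584), raised the called loci for dTAG against DMSO from 0 to 6 (5 lower, 1 higher) and the called bins from 31 to 84 (39 lower, 45 higher), and turned KRT19 from -0.03 to 0.052. For the bands of distance, where 4 passed (3 lower, 1 higher), it gave 4 (1 lower, 3 higher).

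Leaving out 1 library moved the mean at cohesin-lost sites between -0.21 and -0.058 for dTAG against DMSO (-0.058 without dTAG replicate 3, permutation p = 0.133), between -0.041 and 0.11 for dTAG+I-BET against dTAG (below 0 without dTAG replicate 3; 0.11, 0.084 and 0.059 without dTAG replicates 1 and 2 and dTAG+I-BET replicate 1, permutation p = 0.00159, 0.0291 and 0.0395), and between -0.14 and -0.059 for dTAG+I-BET against DMSO (-0.14 and -0.12 without DMSO replicate 3 and dTAG+I-BET replicate 3, permutation p = 0.0132 and 0.0403). The ranges were -0.30 to -0.12 for the clusters (-0.12 without dTAG replicate 3), 0.051 to 0.30 for gene bodies (0.30 without dTAG replicate 3, exact permutation p = 0.00195), -0.13 to -0.073 for cohesin-lost sites minus other sequence and -0.21 to -0.16 for the same minus mirrored windows (-0.073 and -0.16 without dTAG replicate 2), and -0.043 to 0.057 for CTCF arrowheads towards minus away (-0.043 without DMSO replicate 3). For dTAG+I-BET against dTAG the clusters ranged from -0.046 to 0.14 (below 0 without dTAG replicate 3; 0.046, permutation p = 0.135, without dTAG+I-BET replicate 3), and cohesin-lost sites minus mirrored windows were at -0.059 without dTAG replicate 1 (permutation p = 0.114). Counts ranged from 1 to 5 for the bands of distance, 0 to 1 for loci, 3 to 5 for cohesin-gained sites (1 lower and 4 higher without DMSO replicate 3), 18 to 83 for bins with dTAG against DMSO (18 without DMSO replicate 1, 49 without DMSO replicate 3, 83 without dTAG replicate 3) and 30 to 88 for bins with dTAG+I-BET against DMSO (30, 40, 32, 32 and 41 without DMSO replicates 1 and 2 and dTAG+I-BET replicates 1, 2 and 3). KRT19 ranged from -0.059 to 0.0072 (above 0 without dTAG replicate 2) and the cohesin-gained site nearest to the MTAP promoter from -0.17 to 0.20 (above 0 without dTAG replicate 3 and, at 0.04, without DMSO replicate 1).

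Windows of 2.5 kb gave 3 called loci and 0.15 at KRT19, and windows of 10 kb gave 0.057 at cohesin-lost sites for dTAG+I-BET against dTAG (permutation p = 0.0224) and -0.085 for the CTCF arrowheads. Sites more than 25 kb away gave 1 called locus (HMGA2, log2 -0.41), and sites within 1 Mb -0.11 for dTAG+I-BET against DMSO (permutation p = 0.0500). The median over loci for dTAG+I-BET against dTAG was 0.0059, and the ratio of means 0.10; for dTAG+I-BET against DMSO the ratio of means was -0.035. edgeR called 53 bins for dTAG against DMSO, and a fit of only the 2 groups 23. For dTAG+I-BET against DMSO, 25-kb bins gave 47 and a fit of only the 2 groups 167.

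Libraries of different treatments share only a replicate number. The residuals of libraries with the same number correlated at 0.025 on average (-0.064 to 0.233, the highest for replicate 3 of DMSO and dTAG), and those with different numbers at -0.012. With a block on replicate number, 70 bins were called for dTAG against DMSO (30 lower, 40 higher), 3 loci for dTAG against DMSO, 1 locus for dTAG+I-BET against dTAG (DCBLD2, higher) and 5 cohesin-gained sites (1 lower, 4 higher), and the mean at cohesin-lost sites for dTAG+I-BET against dTAG was 0.062 (permutation p = 0.0431). Among the regions of Fig. 1, the block also brought the proximal super-enhancer of MTAP past the threshold (log2 -0.37, 3 of 3 dTAG libraries lower, adjusted p = 0.00348 against 0.112; up to 0.448 over all alternatives).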

Other observations

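The tests of explanations for the lower signal at cohesin-lost sites, for the higher signal from 1 to 5 Mb and for the CTCF arrowheads, the counts over other splits of the libraries and the comparison of cohesin-gained sites between dTAG+I-BET and DMSO were chosen only after the result was seen.

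Several genes had more signal over their own body. With dTAG+I-BET against DMSO, the bodies of 10 genes averaged a log2 ratio of 0.31 (8 of 10 higher, exact sign-flip permutation p = 0.0137): HMGA2 1.01, DCBLD2 0.48, KITLG 0.45, ITPRID2 0.44, MTAP 0.40 and ANGPT2 0.32, against -0.06 at PCDH7, which encodes a protocadherin, and at VTI1A, which encodes a SNARE protein. Sequence of the same length on the other side of the promoter averaged 0.015 (exact permutation p = 0.459), and the gene body minus that side 0.30 (exact permutation p = 0.0176). With dTAG against DMSO the bodies averaged 0.14 (7 of 10 higher, exact permutation p = 0.121; 0.30 without dTAG replicate 3, exact permutation p = 0.00195). These sign-flip tests treat genes as independent although they share their libraries. With libraries as the unit, neither comparison with DMSO passed (exact permutation p = 0.4 for dTAG and 0.1 for dTAG+I-BET). HMGA2, the highest gene in both, was already shown with a downstream rise in Fig. 1b.

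Of 6 sites where Supplementary Table 1 lists more SMC1A, 3 had more signal after MED14 depletion with limma (edgeR 3): 1 in the HMGA2 gene (log2 0.82, SE 0.12, adjusted p = 0.000109), 1 further downstream of HMGA2 (0.41, SE 0.12, adjusted p = 0.0135) and 1 upstream of MTAP (0.82, SE 0.19, adjusted p = 0.00369), each with all 3 dTAG libraries higher. The site in the HMGA2 gene lies in a gene body that rose as a whole (log2 0.79). The site upstream of MTAP lies in the far upstream region of Fig. 1a, which also rose as a whole (0.59). The sites were not compared with the sequence around them, so a rise specific to sites with more SMC1A was not tested. The site near ANGPT2 was at -0.27 (adjusted p = 0.0885, all 3 dTAG libraries below the DMSO mean). Without DMSO replicate 3, 4 sites rose and the ANGPT2 site fell (log2 -0.39, adjusted p = 0.0212; up to 0.344 over all alternatives), and without dTAG replicate 2 it fell as well (log2 -0.37, adjusted p = 0.0444). With dTAG+I-BET against DMSO only the site in the HMGA2 gene passed (1 of 6; edgeR 1; 3 unadjusted; log2 0.93, adjusted p = 3.32e-05, all 3 libraries higher). The other 2 were at 0.14 and 0.52 (adjusted p = 0.300 and 0.0637, all 3 libraries above the DMSO mean at both). With dTAG+I-BET against DMSO, which shares those DMSO libraries, 28 bins of 10 kb fell and 68 rose (309 at an unadjusted p under 0.05), among them 11 that fell around MYC, 11 that fell and 20 that rose around HMGA2, 1 that fell and 17 that rose around MTAP, and 13 that rose around DCBLD2; without DMSO replicate 1 or 2 or dTAG+I-BET replicate 1, 2 or 3 the counts were 30, 40, 32, 32 and 41 in place of 96. CTCF arrowheads of Fig. 1 that point towards the promoter (21) averaged a log2 ratio of 0.47 and those that point away (7, all at MTAP) 0.44 with dTAG against DMSO; the difference of 0.030 (SE 0.27, exact permutation p = 0.897; -0.04 without DMSO replicate 3) is too imprecise to tell. Of the 10 regions of Fig. 1, 3 were higher as a whole (log2 0.59 and 0.30 at MTAP, 0.73 at HMGA2) and 7 lower. Arrowheads were not compared with nearby sequence, so a rise specific to CTCF sites was not tested.

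The lower signal at cohesin-lost sites in dTAG-treated cells (mean log2 -0.15 over 19 loci) could come from the flatter decay with distance in dTAG replicate 3, from a general loss of signal at that distance, or from MED14 depletion. Without dTAG replicate 3, cohesin-lost sites minus other sequence in the same libraries averaged -0.13 (17 of 19 lower, permutation p = 0.00108). Per library, the sites and the other sequence were at -0.03 and 0.07 in dTAG replicate 1 and -0.09 and 0.08 in replicate 2. They were at -0.37 and -0.32 in dTAG replicate 3. In DMSO replicates 1, 2 and 3 they were at 0.08 and 0.05, 0.01 and 0.01, and -0.10 and -0.07. These values argue against the decay of dTAG replicate 3 as the source of the difference to other sequence. Without that library the sites themselves went to -0.06 (permutation p = 0.133) and the other sequence to 0.08. Its decay therefore stays open as the source of the lower signal at the sites themselves. Cohesin-lost sites minus mirrored windows averaged -0.18 (permutation p = 0.0150; -0.16, permutation p = 0.0546, without dTAG replicate 2), which argues against a general loss as the only source. However, signal was also lower from 10 to 50, 50 to 100 and 100 to 250 kb (means -0.06, -0.05 and -0.10; 16, 17 and 18 of 20 lower; sign-flip permutation adjusted p = 0.00931, 0.0320 and 0.000245). This lower signal in the bands rested on dTAG replicate 3, without which the means were 0.11, 0.10 and 0.01. After rescaling, only the band from 100 to 250 kb passed (sign-flip permutation adjusted p = 0.187, 0.335 and 0.00875). With libraries as the unit none of these bands passed (lowest exact permutation p = 0.5, from 100 to 250 kb). In the dTAG+I-BET libraries, also depleted of MED14, cohesin-lost sites minus other sequence averaged -0.18 against the shared DMSO libraries (-0.184, permutation p = 0.00211), although there the sites themselves averaged -0.10 (15 of 19 lower, permutation p = 0.0725) and the other sequence 0.09 (17 of 19 higher), so part of the difference is a higher signal elsewhere. Depletion stays open as the source, and with libraries as the unit the decrease with dTAG did not pass (exact permutation p = 0.3).

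The higher signal over the HMGA2 body (506 ± 64.7 to 874 ± 80.7 per kb, log2 0.79; exact permutation p = 0.1) could arise because signal is relative within a library, so that what the enhancers lose raises everything else, or from 1 dTAG library. In the first case signal from 500 kb to 5 Mb should have risen by at least 0.39, and its log2 ratio was 0.0025 (SE 0.0995). Without 1 dTAG library the lowest value over the body was 0.74. Both tests argue against these explanations, and neither shows what else may raise the signal.

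Signal from 1 to 5 Mb was higher with dTAG (mean log2 0.12 over 20 loci, 17 higher, sign-flip permutation adjusted p = 0.000245; in 7 bands tested, 4 passed), but not with libraries as the unit (exact permutation p = 0.6). Without dTAG replicate 3 it was at -0.11 (permutation p = 8e-05), which only restates the flatter decay of that library and leaves its cause open. DMSO replicate 3 was also above the DMSO mean, by 0.24. With dTAG+I-BET it was -0.050 against DMSO (permutation p = 0.0623), which argues against MED14 depletion as the source if I-BET does not offset it.

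With 3 libraries in each group there are 10 splits of 6 libraries into 3 and 3, too few for a share under 0.05. The real groups and the highest other split gave 31 and 0 called bins for dTAG against DMSO, 0 and 0 for dTAG+I-BET against dTAG (122 bins at an unadjusted p under 0.05 with limma; edgeR 0), 96 and 0 for dTAG+I-BET against DMSO, 9 and 1 regions of Fig. 1, and 3 and 1 cohesin-gained sites; for loci both were 0 in the comparisons of dTAG with DMSO (4 unadjusted; edgeR 0) and of dTAG+I-BET with dTAG (1 unadjusted; edgeR 0).

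From the DDIT4 viewpoint, a single fragment 71.3 Mb away (chromosome 10, 932282 to 932875) held a mean signal of 12825, 1.36% of that on the chromosome, with 13394 ± 1673 in DMSO, 11369 ± 1374 in dTAG and 13712 ± 228 in dTAG+I-BET libraries (mean ± s.d., n = 3). The IRS1 and ITPRID2 viewpoints share a far fragment, 32915072 to 32918563 on chromosome 2, with mean signals of 1228 and 1633.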
